# RNA Biological Characteristics at the Peak of Cell Death in Different Hereditary Retinal Degeneration Mutants

**DOI:** 10.3389/fgene.2021.728791

**Published:** 2021-10-29

**Authors:** Chunling Wei, Yan Li, Xiaoxiao Feng, Zhulin Hu, François Paquet-Durand, Kangwei Jiao

**Keywords:** inherited retinal degeneration (IRD), RNA-seq, biogenic analysis, cGMP-related genes, photoreceptor cell death

## Abstract

**Purpose:** The present work investigated changes in the gene expression, molecular mechanisms, and pathogenesis of inherited retinal degeneration (RD) in three different disease models, to identify predictive biomarkers for their varied phenotypes and to provide a better scientific basis for their diagnosis, treatment, and prevention.

**Methods:** Differentially expressed genes (DEGs) between retinal tissue from RD mouse models obtained during the photoreceptor cell death peak period (*Pde6b* ^*rd1*^ at post-natal (PN) day 13, *Pde6b* ^*rd10*^ at PN23, *Prph* ^*rd2*^ at PN29) and retinal tissue from C3H wild-type mice were identified using Illumina high-throughput RNA-sequencing. Co-expression gene modules were identified using a combination of GO and KEGG enrichment analyses and gene co-expression network analysis. CircRNA-miRNA-mRNA network interactions were studied by genome-wide circRNA screening.

**Results:** *Pde6b* ^*rd1*^ *, Pde6b* ^*rd10*^ *, and Prph* ^*rd2*^ mice had 1,926, 3,096, and 375 DEGs, respectively. Genes related to ion channels, stress, inflammatory processes, tumor necrosis factor (TNF) production, and microglial cell activation were up-regulated, while genes related to endoplasmic reticulum regulation, metabolism, and homeostasis were down-regulated. Differential expression of transcription factors and non-coding RNAs generally implicated in other human diseases was detected (e.g., glaucoma, diabetic retinopathy, and inherited retinal degeneration). CircRNA-miRNA-mRNA network analysis indicated that these factors may be involved in photoreceptor cell death. Moreover, excessive cGMP accumulation causes photoreceptor cell death, and cGMP-related genes were generally affected by different pathogenic gene mutations.

**Conclusion:** We screened genes and pathways related to photoreceptor cell death. Additionally, up-stream regulatory factors, such as transcription factors and non-coding RNA and their interaction networks were analyzed. Furthermore, RNAs involved in RD were functionally annotated. Overall, this study lays a foundation for future studies on photoreceptor cell death mechanisms.

## Introduction

Retinitis pigmentosa (RP) is a set of heterogeneous inherited retinal degenerations (RDs), with a prevalence of approximately 1/4,000 globally (Zhang, 2016). The disease can be caused by mutations in over 65 genes and may show a variety of inheritance patterns, including x-linked inheritance (Salvetti et al., 2021), autosomal dominant congenital (Sarkar et al., 2020), autosomal recessive (Owczarek-Lipska et al., 2020), and mitochondrial (Kim et al., 2018). In a few cases digenic inheritance has also been reported (Gao et al., 2017). Most mutated genes in RP are expressed in rod photoreceptor cells, leading to rod cell death, night blindness, and loss of peripheral vision in early disease stages. Secondary death of cone photoreceptor cells (Veleri et al., 2015), with complete loss of vision, occurs in late-stage RP. At present, treatment developments have included gene (Ducloyer et al., 2020) and cell (Akiba et al., 2020) therapies, as well as subretinal prosthetic device implantation (Chow, 2013). However, each of these therapeutic approaches has its limitations, and no general RP treatment exists at present. Therefore, studying photoreceptor cell death mechanisms to devise novel methods to prevent retinal degeneration progress may aid effective RP and RD treatment. Of special interest might be changes in transcriptional activity that may precede the execution of cell death.

While the genetic causes of RD have often been established, the cellular mechanisms of photoreceptor cell death triggered by those genetic defects are still poorly understood. In many cases exceedingly high intracellular cGMP levels were observed in RD photoreceptors (Wang et al., 2017; Power et al., 2020) and continuous cGMP elevation likely results in over-activation of cyclic nucleotide gated cation channels (CNGC) and protein kinase G (PKG). CNGC activation mediates Ca^2+^ influx, which in turn may lead to activation of calpain-type proteases (Arango-Gonzalez et al., 2014), ultimately leading to photoreceptor cell death. Associated with high cGMP and PKG activation are the enzymatic activities of histone deacetylases (HDAC) and poly (ADP-Ribose) polymerase (PARP) activation (Sancho-Pelluz and Paquet-Durand, 2012). The latter produces poly (ADP-Ribose) (PAR) polymers which can induce the transfer of mitochondrial apoptosis inducing factor (AIF) to the nucleus, eventually leading to cell death (Sahaboglu et al., 2010). Moreover, PAR polymer production can induce cell death through NAD^**+**^ and ATP depletion (Ying et al., 2005).

Investigating transcriptomic changes at the peak of photoreceptor degeneration has a great significance for fully understanding RD. Here, we used RNA-Seq and bioinformatics to examine the transcriptomic differences between three RD mouse models (*Pde6b* ^*rd1*^, *Pde6b* ^*rd10*^, and *Prph* ^*rd2*^), at their respective peaks of photoreceptor cell death, to obtain insights into the pathogenesis of RD caused by different gene mutations, with special attention to genes related to cGMP, PARP, and their upstream factors. Differential expression of transcription factors and non-coding RNAs may be involved in photoreceptor cell death. Moreover, as excessive cGMP accumulation causes photoreceptor cell death, cGMP-related genes were generally affected by different pathogenic gene mutations.

## Methods

### Animal Procedures

RD mouse models (C3H *Pde6b* ^*rd1*^, C3H *Prph* ^*rd2*^, and C57Bl6/J *Pde6b* ^*rd10*^) as well as C3H mice carrying the wild-type (wt) alleles for *Pde6b* and *Prph2* were used irrespective of gender. All four animal colonies were regularly genotyped to ensure that they indeed carried (or not) the disease-causing mutations. The use of congenic C3H mice (Sanyal and Bal, 1973) facilitates comparative transcriptomic analysis between wild-type, *Pde6b* ^*rd1*^ and *Prph* ^*rd2*^. While the *Pde6b* ^rd10^ animals were not congenic to the C3H wt, the impact of the disease-causing mutation is so dramatic that relatively minor strain differences are unlikely to cause a large impact on gene expression patterns. All procedures were performed in compliance with the ARVO statement for the use of animals in Ophthalmic and Visual Research. Protocols were reviewed and approved by the Yunnan University ethical review board. All efforts were made to minimize the suffering and number of animals used. Retinal tissue was collected during the peak period of photoreceptor cell death (post-natal (PN) day 13 for *Pde6b* ^*rd1*^, PN23 for *Pde6b* ^*rd10*^, PN29 for *Prph* ^*rd2*^), wild-type retinal tissues were collected at corresponding time points.

### Tissue Preparation

All mice (PN5-PN180) were sedated with CO_2_ before decapitation. The eyes were removed after cleaning the heads with 70% ethanol. Subsequently, the eyes marked in the nasal part were incubated in 4% PFA for 45 min at room temperature (RT). This was followed by three washes in PBS (0.1 M; pH 7.4) (10 min each). Then, the eye was cut open along the limbus, and the cornea, lens, and vitreous were removed. The eyecups were then, at RT, treated with serially increasing concentrations of sucrose solution (10 min in 10% sucrose, 20 min in 20% sucrose, 30 min in 30% sucrose) for cryo-protection. Subsequently, the tissues were embedded in O.C.T TM compound (Fisher Healthcare™ Tissue-Plus™ O.C.T. Compound, Waltham, MA, United States) and immediately frozen in liquid nitrogen and stored at −20°C until sectioning. The thickness of sections were 10 um, and the sections were baked at 40°C for 45 min before stored at −20°C or further staining.

### TUNEL (In Situ Cell Death Detection) Assay

Fixed retinal sections dried at 37°C for 40 min were washed in PBS (RT, 15 min). For nuclease inactivation and inhibition of nucleic acid reduction, the slices were incubated in TRIS with Proteinase K (10 μg/ml in 10 mM TRIS-HCL, pH 7.4–8.0; 37°C, 5 min) and then washed thrice with Tris (5 min each). Subsequently, the slices were placed in ethanol-acetic-acid (3:1) mix at −20°C for 5 min and then blocked with blocking solution (1% BSA, 10% NGS, 1% fish gelatin, 0.003% PBST) for 1 h, RT. Afterwards, the sections were stained with TUNEL kit (Fluorescein or TMR; Roche Diagnostics GmbH, Mannheim, Germany) at 37°C according to the manufacturer’s instructions and mounted in Vectashield containing DAPI (Vector, Burlingame, CA, United states).

### RNA Extraction, Library Preparation, and Sequencing

The sequencing was carried out by Shanghai Life Gene Biotechnology Co., Ltd., (Shanghai, China). Total RNA was extracted from the entire retinal tissues of different groups using TRIzol reagent (Invitrogen, South San Francisco, CA, United States) following the manufacturer’s instructions. After measuring the quantity and quality of total RNA, a total amount of 3 µg RNA per sample was used for library preparation. Briefly, ribosomal RNA was removed, and sequencing libraries were generated using the rRNA-depleted RNA by NEBNext^®^ Ultra™ Directional RNA Library Prep Kit for Illumina^®^ (NEB, United States) following manufacturer’s recommendations. After library preparation, the total RNA of different groups was then sequenced on the Illumina HiSeq 4,000 platform. The raw data and GEO accession number for this study are as follows: (GSE178928, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178928).

### Quality Control, Alignment, and Quantification of RNA-Seq Data

Clean data were obtained from in-house Perl scripts by removing reads containing adapter, reads containing poly-N, and low-quality reads from FASTQ raw data. At the same time, Q20, Q30, and GC content of the clean data were calculated to evaluate the quality of sequencing. Subsequently, we aligned the clean reads to the mouse reference genome GRCm38. After that, HTSeq v0.11.2 was used to count the read numbers mapped to each gene, and then Fragments Per Kilobase of transcript sequence per Millions (FPKM) of each gene was calculated.

### Identification of Differentially Expressed Genes

DEGs between two groups (C3H vs. *Pde6b* ^*rd1*^, C3H vs. *Prph* ^*rd2*^ and C3H vs. *C57Bl6/J Pde6b* ^*rd10*^) were identified using DESeq2 R package (1.28.0). *p*-value < 0.05 and fold change ≥ 1.5 were set as the thresholds for DEGs. Then, these identified DEGs were submitted for Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses. A *p*-value < 0.05 was recognized as indicating significant enrichment.

### Functional Enrichment Analysis

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses for DEGs were performed using the DAVID (v6.8) and KOBAS (v3.0) software, respectively. *p* value < 0.05 was recognized as indicating significant enrichment.

### CircRNA Annotation and Identification of Differentially Expressed CircRNAs

The obtained clean reads were aligned to the mouse genome (mm10) using TopHat2 (v2.1.1). The CIRCexplorer program (v2.2.3) was used with the fusion junctions obtained from TopHat2 to identify both the circularizing junction and the spliced sequence of circRNAs. All candidate circRNAs with junction reads less than two were discarded. CircRNA expression level was determined by transcripts per million (TPM). DE-circRNAs between two groups (C3H vs. *Pde6b* ^*rd1*^, C3H vs. *Prph* ^*rd2*^ and C3H vs. C57Bl6/J *Pde6b* ^*rd10*^) were screened using the limma R package (3.40.6), and changes were considered as significant with *p*-value < 0.05 and fold change ≥ 2.

### CeRNA Network Construction

The candidate miRNAs were predicted based on miRBase (www.mirbase.org). Targetscan (v7.1) was used to predict the downstream target genes of these miRNAs. The circRNA-miRNA interactions and cicrRNA-mRNA interactions were selected for ceRNA construction using the Cytoscape v3.7.1 software. The genes in the ceRNA networks were then submitted for GO and KEGG enrichment analyses.

### Weighted Correlation Network Analysis

WGCNA (Langfelder and Horvath, 2008) was used for scale-free network topology analysis. Standard WGCNA parameters were used for analysis, with the exceptions of soft-thresholding power and the deep split. Using WGCNA, a co-expression module was quickly extracted for subsequent analysis. In brief, genes with expression correlation were clustered into a module. First, the correlation matrix between two genes was constructed using the main connecting rod and the Pearson correlation matrix. Second, hierarchical clustering analysis was performed using the hclust R function, and the soft thresholding power was determined by analysis of network topology. The adjacency was transformed into a topological overlap matrix. Subsequently, network construction and module detection were performed. Modules with a size less than 30 were merged into one module. The calculation process was performed using the blockwiseConsensusModules function of the WGCNA package.

### Real-Time Quantitative PCR

We chose seven differentially expressed genes obtained by sequencing for further validation. The total RNA was reversely transcribed into cDNA using PrimeScript™ II 1st Strand cDNA synthesis Kit (Takara Biomedical Technology Co., Ltd.). The sequences of all primers are shown in Supplementary Table S4. The total volume of RT-qPCR was 20 μL, including 10 µL SYBR Premix EX Taq, 1 µL forward primer (10 µM), 1 µL reverse primer (10 µM), 2 µL cDNA and 6 µL RNase free water. The RT-qPCR reaction were initiated at 95°C for 10 min, followed by a total of 40 cycles of 95°C for 15 s and 60°C for 30 s. GAPDH served as a housekeeping gene, and the levels of *Xist*, *Foxg1*, H2K2, *Maff*, *Klf6*, mmu-cicr0000135, and mmu-cicr0008206 were calculated using the 2^−ΔΔCt^ method.

### Immunofluorescence Assay

The cryosections were washed in PBS for 15 mins, and then used for antigen retrieval, after that, sections were incubated with anti-PITX2 antibody, (1:200, GB112180, Servicebio, Wuhan, China) anti AIF (1:200, GB11314, Servicebio, Wuhan, China), at 4°C overnight. On the next day, the sections were incubated with the secondary antibody (FITC-labeled 488 goat anti rabbit IgG, 1:300 Servicebio) in the dark at RT for 50 mins. After washing with PBS, the sections were stained with DAPI (Servicebio) in the dark for 10 mins, and then spontaneous fluorescence quencher (Servicebio) was added for 5 mins. After rinsing under running water for 10 min, the sections were sealed with an anti-fluorescence quencher (Servicebio), and then were observed under a fluorescence microscope and confocal Microscope (LSM 900 Airyscan 2, Zeiss, Oberkochen, Germany).

### Microscopy, Cell Counting, and Statistical Analysis

Light and fluorescence microscopy was performed with a Zeiss Imager M2 Microscope and LSM 900 Airyscan two equipped with a Zeiss Axiocam digital camera (Zeiss, Oberkochen, Germany). Images were captured using the Zeiss Axiovision 4.7 software, and representative pictures were obtained from central areas of the retina. Adobe Illustrator CC 2019 (Adobe Systems Incorporated, San Jose, CA) was used for primary image processing. For cell quantification, whole radial slice pictures were captured using the Mosaix mode of Axiovision 4.7. Labelled cells were counted manually. The total number of cells was determined by dividing the outer nuclear layer (ONL) area by the average cell size. The total number of ONL cells was determined by dividing the percentage of positive cells by the number of positive cells. Three sections each from at least three different animals were tested for each genotype and experimental condition. Statistical comparisons between experimental groups were made using one-way ANOVA and Bonferroni’s correction using Prism eight for Mac OS (Graph Pad Software, La Jolla, CA). Values are presented as mean ± standard deviation (SD) or standard error of means (SEM). Levels of significance were as follows: n.s. > 0.05; *, *p* < 0.05; **, *p* < 0.01; and ***, *p* < 0.001.

## Results

### The Peak of Photoreceptor Cell Death in Different RD Mutants *in vivo*

Apoptosis relates to the orderly process of changes in cell morphology and biochemistry that finally results in cell death (Kerr and Thompson, 1972). Aside from apoptosis a variety of programmed cell death mechanisms are known, including programmed necrosis, necroptosis, and PARthanatos (Leist and Jaattela, 2001). TUNEL (Terminal deoxynucleotidyl transferees dUTP nick end labeling) is a common method to detect DNA fragmentation as end result of apoptosis but also of other forms of cell death, for instance in necrosis (Grasl-Kraupp et al., 1995; Loo, 2002). We used the TUNEL cell death assay to identify photoreceptor cell death in these three genetically distinct RD models to assess to what extent universal gene expression changes might underlie photoreceptor degeneration.

The first animal model was the *Pde6b* ^*rd1*^ mouse, one of the most studied animal models for early onset and rapid rod photoreceptor degeneration (Keeler, 1924). The *Pde6b* ^*rd1*^ mouse carries a retroviral insertion in the rod *Pde6b* gene that leads to non-sense mediated mRNA decay and hence no functional PDE6B protein is made (Pittler and Baehr, 1991). As the second animal model, we employed the *Prph* ^*rd2*^ mouse, also referred to as *rds* or “retinal degeneration slow”, which harbors a mutation in the *Prph2* gene that leads to an absence of photoreceptor outer segments (Goldberg, 2006). The third model used was the *Pde6b* ^*rd10*^ mouse (Chang et al., 2007). As opposed to the *rd1* mutation, the *rd10* mutation is a point mutation that affects the catalytic site of the PDE6B enzyme. While this does not abolish protein expression, it dramatically reduces PDE6 activity.

Our own TUNEL analysis largely confirmed the previous data from the literature. In the *Pde6b* ^*rd1*^ mouse, we found that cell death started at post-natal 9 (PN9), while it began at PN16 in *Pde6b* ^*rd10*^, and at PN11 in *Prph* ^*rd2*^. In all of these RD models, individual dying cells and photoreceptor cells rows were detectable as late as PN31 in *Pde6b* ^*rd1*^, PN38 in *Pde6b* ^*rd10*^ (Figures 1B5,C5), and PN180 in *Prph* ^*rd2*^ (Figure 1D5).

**FIGURE 1:**
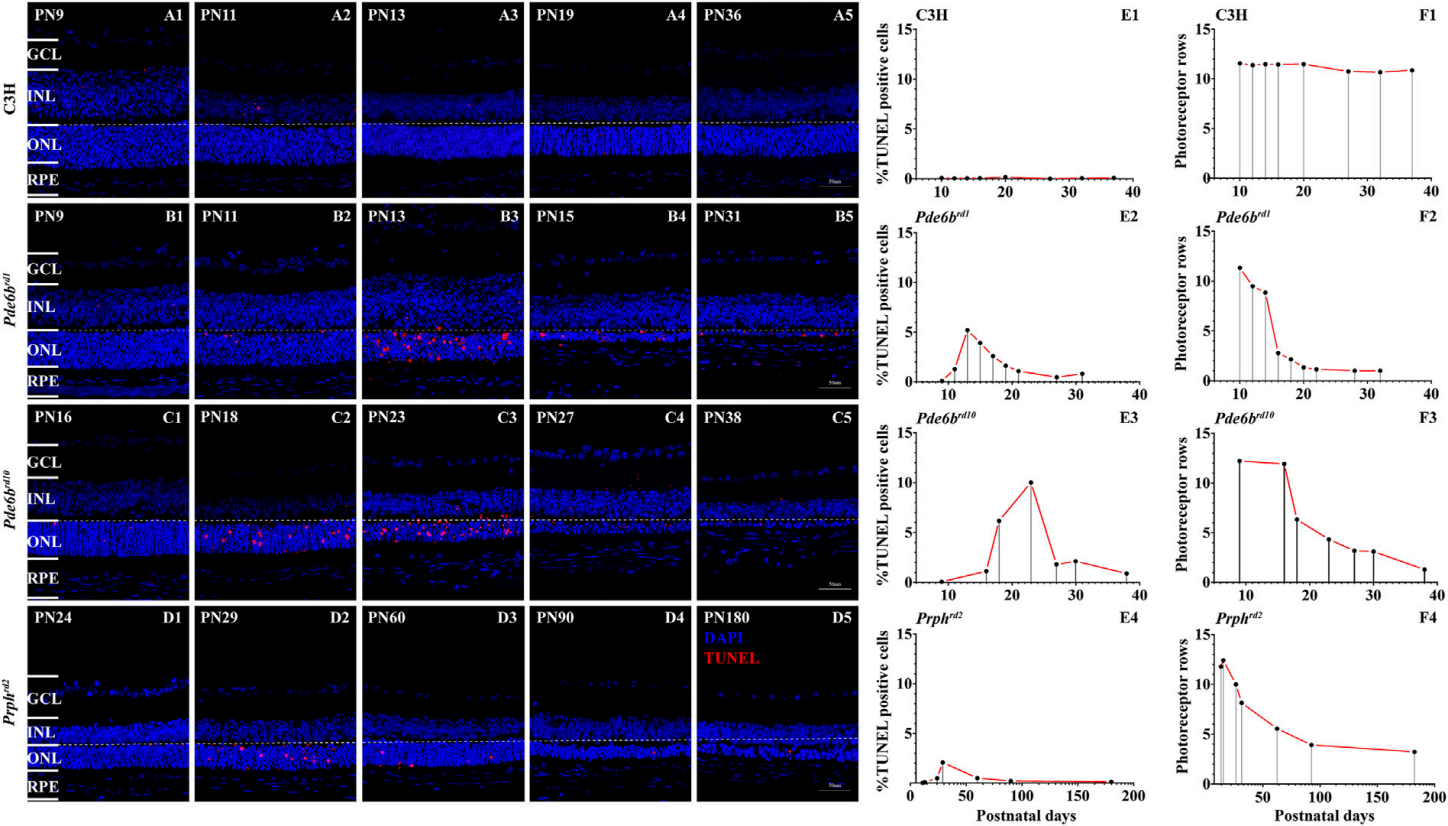
TUNEL assay and cell death in RD mutants. The number of TUNEL positive cells in the three different RD mutants ONL was strongly increased when compared with wt **(A1–D5)**. Quantification of photoreceptor cell death and photoreceptor rows during the first 40 postnatal days in C3H wild-type, *Pde6b* ^*rd1*^, *Pde6b* ^*rd10*^ mutants and 180 days in *Prph* ^*rd2*^ **(A–F)**. Increased numbers of TUNEL positive cells, showing a peak at PN13 in *Pde6b* ^*rd1*^, PN23 in *Pde6b* ^*rd10*^, PN29 in *Prph* ^*rd2*^ was observed **(B1–D5)**. Quantification of photoreceptor rows during the first 40 postnatal days in *Pde6b* ^*rd1*^, *Pde6b* ^*rd10*^, C3H and 180 days in *Prph* ^*rd2*^. In *Pde6b* ^*rd1*^, photoreceptor rows showed the highest number at PN9 (13 ONL cell rows remaining), declining thereafter. In the other two mutants the photoreceptor rows showed the highest number at PN9 in *Pde6b* ^*rd10*^ (12 ONL cell rows remaining) and PN13 in *Prph* ^*rd2*^, declining thereafter. In the RD models, dying cells and photoreceptor cells rows were detectable as late at PN40 in *Pde6b* ^*rd1*^ and *Pde6b* ^*rd10*^ **(B5, C5)**, at PN180 in *Prph* ^*rd2*^ **(D5)**. The values shown originate from three RD mutants from at least three different specimens. Scale bar represents 50 µm.

In wild-type (wt) controls, TUNEL positive cells were seen only occasionally in the ONL (Figures 1A1–A5). Compared to wt retinae, *Pde6b* ^*rd1*^ retinae showed a significant elevation of photoreceptor cell death at PN13 (Figures 1B1–B5), and the photoreceptor degeneration was the earliest compared to other two RD mutants. The TUNEL positive cells peaked at PN23 in *Pde6b* ^*rd10*^ while in *Prph* ^*rd2*^ the TUNEL peak was at PN29 (Figures 1C1–C5,D1–D5). All three RD mutants showed significantly higher numbers of TUNEL positive cells than wt (Figures 1E1–E4).

Quantification of photoreceptor rows in *Pde6b* ^*rd1*^ showed the highest number at PN9 (13 ONL cell rows remaining), declining thereafter, with only one ONL cell row remaining at PN21 (Figure 1F2). A slower cell loss was observed for *Pde6b* ^*rd10*^ retinae, which declined from 12 ONL cell rows at PN9 to one ONL cell row at PN38 (Figure 1F3). The *Prph* ^*rd2*^ mutant had 13 photoreceptor rows at PN13, declining to four rows at PN180 (Figure 1F4). In the wt animals photoreceptor row counts remained nearly constant at 11–13 from P9–P38 (Figure 1F1).

### Transcriptomic Characterization of the Three RD Mouse Models

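Retinal RNA was sequenced from Pde6b rd1 mice at postnatal day 13, Pde6b rd10 mice at day 23, Prph rd2 mice at day 29 and C3H wild-type mice, with 3 samples in each of the 4 groups. The labels give the 3 C3H samples days 13, 23 and 29, 1 sample each, and each model is compared with all 3. The authors deposited, for 32867 genes, the number of reads they counted with HTSeq, without normalization, and FPKM values, which divide these counts by gene length and by the reads counted on genes. Between 17049495 and 24755890 reads per sample were counted on genes, with medians of 19850905 in C3H, 19265160 in Pde6b rd1, 20004233 in Pde6b rd10 and 23931042 in Prph rd2. The smallest value this depth can show, 3 counts, lay between 0.121 and 0.176 CPM. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Counts were normalized by edgeR's TMM method and tested with its quasi-likelihood test, 1 model at a time against the C3H samples, on the genes kept by its filter on low counts. A gene was called a DEG at an unadjusted p under 0.05 and a fold change of at least 1.5, the thresholds that the paper gives. For single genes, the log2 fold change of a model over C3H is given with its standard error and the adjusted p of this test after Benjamini-Hochberg adjustment over all genes tested.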

Through sequencing, a total of 522, 228, 400 raw reads were obtained from the 12 samples (triplicates in each group) using the Illumina HiSeq 4,000 platform. After trimming the low-quality paired-end sequences and adapter sequences, we obtained a total of 496, 619, 835 clean reads. At more than 95%, the % of clean reads was very high, with over 10G clean bases in each sample; the single base sequencing error rate was <0.01%. For all twelve sequencing libraries, the lowest Q20 and Q30 were 97.20 and 92.54%, respectively. No GC bias was found (Supplementary Table S1). 

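In the values of Supplementary Table S1, which are the paper's, the GC content of the clean reads lay between 46.26 and 47.37% in the 3 Pde6b rd1 samples and between 48.12 and 48.93% in the 3 C3H samples. A split of 6 samples without overlap arises by chance in 10% of cases. The samples of Prph rd2 and Pde6b rd10 lay between 46.75 and 49.07%. With offsets corrected for the GC content of each gene's longest transcript, an alternative chosen after seeing the data, 2631 genes were called between Pde6b rd1 and C3H, and 2487 of these were also called without the correction.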

Subsequently, we aligned the clean reads to the mouse reference genome GRCm38. We found that, in each sample, more than 93% of reads could be aligned to the reference genome, with 87.84–91.02% unique mapping. The clean read percentage and the mapping percentage suggested good sequence quality (Supplementary Table S2). Therefore, all libraries proved to be suitable for further study.

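Principal components were computed on log2(FPKM + 1) of all genes in the 12 samples. The first component held 56.7% of the variance, and the Pde6b rd10 samples scored between 49.7 and 50.6 on it, against -25.0 to -10.5 for the other 9 samples. On the second component, with 18.3% of the variance, the Pde6b rd1 samples scored between 24.6 and 26.1, and the C3H and Prph rd2 samples between -16.7 and -12.0. In the plane of both components, the group mean of Pde6b rd1 lay 41.9 units and that of Pde6b rd10 67.5 units from the C3H mean. The Prph rd2 mean lay 3.46 units from it, while the Prph rd2 samples lay on average 3.40 units and the C3H samples 1.20 units from each other. On the third component, with 6.6% of the variance, both groups did not overlap. The C3H samples scored between -10.4 and -9.96 on it and the Prph rd2 samples between -0.397 and 21.6.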

Principal component analysis (PCA) of gene expression profiles showed significant cell type differences (Figure 2A). 

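Pearson's r between samples was taken across genes on the same log2 scale, and genes are not independent replicates. The 12 pairs of samples within a group had r between 0.993 and 0.997, with a mean of 0.995. The 54 pairs between groups had r between 0.963 and 0.994, with a mean of 0.980, so that both ranges overlap. The difference between the means was 0.0157, and it rose to 0.0403 on genes with an FPKM of at least 1 in at least 3 samples, the alternative that moved it most. The biological coefficient of variation that edgeR estimated among replicates was 3.12% in C3H, 3.35% in Pde6b rd1, 5.04% in Pde6b rd10 and 7.51% in Prph rd2. The paper calls the samples biological replicates, but its methods do not say how many animals each RNA sample held. All p-values here cover the spread among these samples only, which may be smaller than the spread among animals.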

Pearson correlation analysis revealed that the correlations within each group were stronger than the correlations between groups (Figure 2B). 

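Among the between-group pairs, the 9 pairs of a C3H and a Prph rd2 sample had the highest mean r, 0.993, with a range from 0.992 to 0.994 that overlaps the range within groups. The mean r was 0.987 between C3H and Pde6b rd1, 0.972 between C3H and Pde6b rd10, and 0.965 between Pde6b rd1 and Pde6b rd10.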

Notably, the *wt* and *Prph* ^*rd2*^ groups had a high correlation and largest degree of similarity, indicating that the gene expression patterns between two groups were more similar. This may correlate with the rather slow progression of *Prph* ^*rd2*^ degeneration which results in relatively few gene expression changes compared to wt.

**FIGURE 2:**
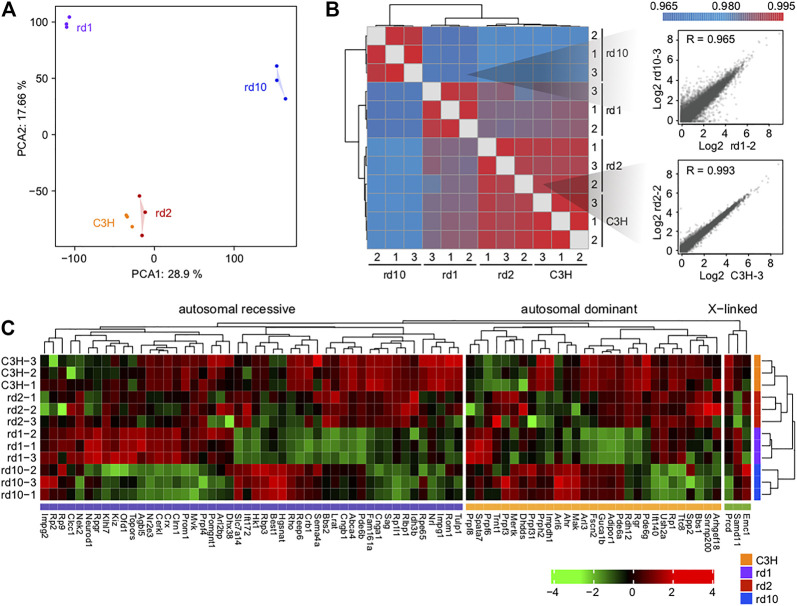
Overall transcriptomic profiles of the three mice models. **(A)** Principal component analysis and **(B)** Pearson correlation coefficients showing the similarity and reproducibility among different biological replicates; **(C)** The expression levels of inherited retinal disease-associated genes in control and RD mice. Note that *rd10* retina expresses *Pde6b* mRNA, albeit for a catalytically inactive protein.

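Pde6b, which encodes a catalytic subunit of the rod phosphodiesterase, lies on chromosome 5 of GRCm38 from 108388391 to 108432397. Between 16340 and 21014 reads per sample were counted on it in Pde6b rd10 and between 24335 and 29129 in C3H, a log2 fold change of -0.57 (standard error 0.03, adjusted p = 3.09e-12) that stays below the 1.5-fold threshold. In Pde6b rd1, its counts lay between 4937 and 6253, a log2 fold change of -2.16 (standard error 0.03, adjusted p = 1.66e-25). Counts per gene do not tell mutant from wild-type transcripts, nor a loss of rods from a lower expression per cell.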

We searched for genes implicated in RD through RetNet (https://sph.uth.edu/RETNET/) and investigated whether their expression levels were affected in RD mice (Supplementary Table S3). Although disease gene mutations are the leading cause of functional defects in photoreceptors, gene expression imbalance further contributes to photoreceptor degradation. Interestingly, especially in *Pde6b* ^*rd1*^ and *Pde6b* ^*rd10*^ mice, quite a few genes showed a decrease in expression (Figure 2C). This phenomenon suggested that single gene mutations (as in *Pde6b* in the present study) may affect the function of several important genes in various ways.

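Of the 810 symbols in Supplementary Table S3, 271 matched a mouse gene in the files by symbol without regard to case. In Pde6b rd1, 46 of the 263 that were tested were called lower and 6 higher, and 17.5% lower calls compare with 5.86% among all other tested genes (one-sided Fisher's exact test for lower calls, p = 5.65e-11). In Pde6b rd10, 27 were lower and 28 higher of 263 tested (p = 0.118 from the same Fisher's test), and with DESeq2's Wald test 28 were lower with a Fisher's p of 0.0345. In Prph rd2, 10 were lower and 3 higher of 266 (Fisher's p = 0.0308). After Benjamini-Hochberg adjustment over the 21 list tests run on these comparisons, the 3 Fisher's p-values were 2.97e-10, 0.257 and 0.0925. Adjusted over the list alone, 186 genes in Pde6b rd1, 176 in Pde6b rd10 and 96 in Prph rd2 had an adjusted p under 0.05 in either direction, against 177, 173 and 70 adjusted over all genes. Of the genes drawn in Fig. 2C, 78 were tested in each comparison, and 19 were lower in Pde6b rd1, 11 in Pde6b rd10 and 9 in Prph rd2. Among these, Fscn2 had a log2 fold change of -1.72 (standard error 0.06, adjusted p = 2.06e-17) in Pde6b rd1, and Nr2e3 one of -1.25 (standard error 0.04, adjusted p = 1.00e-16) in Pde6b rd10. From these decreases, the paper proposes that a mutation in a single gene affects the function of several other genes. Counts of whole retinas do not tell a loss of photoreceptors from a lower expression per cell.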

### Analysis of Photoreceptor Cell Death-Related Genes and Pathways

To examine the potential mechanism underlying photoreceptor cell degeneration, we analyzed the DEGs between C3H and RD mice (Figure 3A; Supplementary Figure S1A). Totally, 1,926 DEGs (1,169 upregulated, 756 downregulated) existed between *Pde6b* ^*rd1*^ and C3H. 

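Between Pde6b rd1 and C3H, 2749 of 18310 tested genes were called, 1645 higher and 1104 lower, and 2523 of these calls also had an adjusted p under 0.05. By Xist and the Y-linked genes, given below, sex differs with the mutation in this comparison. Labelled day differs too, except for the C3H sample of day 13. The alternative that moved the number most was limma on log2(FPKM + 1), with 1184 genes. The deviations of same-numbered Pde6b rd1 and C3H samples from their group means had a mean Pearson's r of 0.101 across genes, against -0.0499 for samples of different numbers. With the replicate number as a block, 2774 genes were called. Among the genes with the smallest p in each direction, Glul had a log2 fold change of -1.54 (standard error 0.03, adjusted p = 8.70e-23), Tpd52l1 one of 4.43 (standard error 0.14, adjusted p = 4.96e-18) and Egr1 one of 1.35 (standard error 0.04, adjusted p = 9.10e-18). With the block, these were -1.54, 4.44 and 1.35.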

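In Pde6b rd10, 4479 of 18704 tested genes were called, 2968 higher and 1511 lower, and 4310 also had an adjusted p under 0.05. The paper gives Pde6b rd10 a C57Bl6/J background and C3H a C3H background. Mutation, strain and, for all but 1 of the C3H samples, labelled day therefore differ together in this comparison. By Xist and the Y-linked genes, the share of female retinas may differ as well, here and between Prph rd2 and C3H. Among the genes with the smallest p, A2m had a log2 fold change of 4.52 (standard error 0.06, adjusted p = 7.33e-22) and Gfap one of 3.19 (standard error 0.05, adjusted p = 2.21e-21). The 5 lower genes with the smallest p were Eno1b and the pseudogenes Gm15459, Atp6v0c-ps2, Rps2-ps10 and Rps3a3, which share sequence with other genes. Eno1b had counts between 3 and 13 in Pde6b rd10 and between 6533 and 8049 in C3H.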

Despite being derived from the same mutant gene Pde6b, *Pde6b* ^*rd10*^ showed 3,096 (1,950 upregulated, 1,144 downregulated) DEGs. However, between *Prph* ^*rd2*^ and wt only 375 (202 upregulated, 173 downregulated) DEGs were identified, indicating the presence of different molecular regulatory mechanisms in the *Prph* ^*rd2*^ model. 

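Between Prph rd2 and C3H, 850 of 18581 tested genes were called, 498 higher and 352 lower, and 384 also had an adjusted p under 0.05, 197 higher and 187 lower. With each replicate left out in turn, between 745 and 1435 genes were called. Cyp4f13 had a log2 fold change of -2.84 (standard error 0.10, adjusted p = 2.74e-10), Ahnak2 one of 2.47 (standard error 0.10, adjusted p = 1.09e-09) and Bri3bp one of 1.31 (standard error 0.05, adjusted p = 1.17e-09). The mutated gene itself, Prph2, had one of -1.06 (standard error 0.05, adjusted p = 9.73e-09), and both it and Cyp4f13 lie on chromosome 17, where the genes within 15 Mb of Prph2 were called more often than genes elsewhere. From the smaller number of genes in Prph rd2, the paper concludes that different regulatory mechanisms act in this model.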

Unsupervised hierarchical clustering of all DEGs showed clear boundaries among groups with clustering of genes with similar expression behaviors (Supplementary Figures S1B,C).

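The 6222 genes called in at least 1 comparison were clustered by average linkage on Pearson's r of their values, scaled per gene. Cut into 4 clusters, the 12 samples fell into their 4 groups, which the genes had been chosen to tell apart. The r of sample pairs within groups lay between 0.457 and 0.947, and between groups from -0.644 to 0.458. The highest value between groups belonged to a pair of a C3H and a Prph rd2 sample.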

**FIGURE 3:**
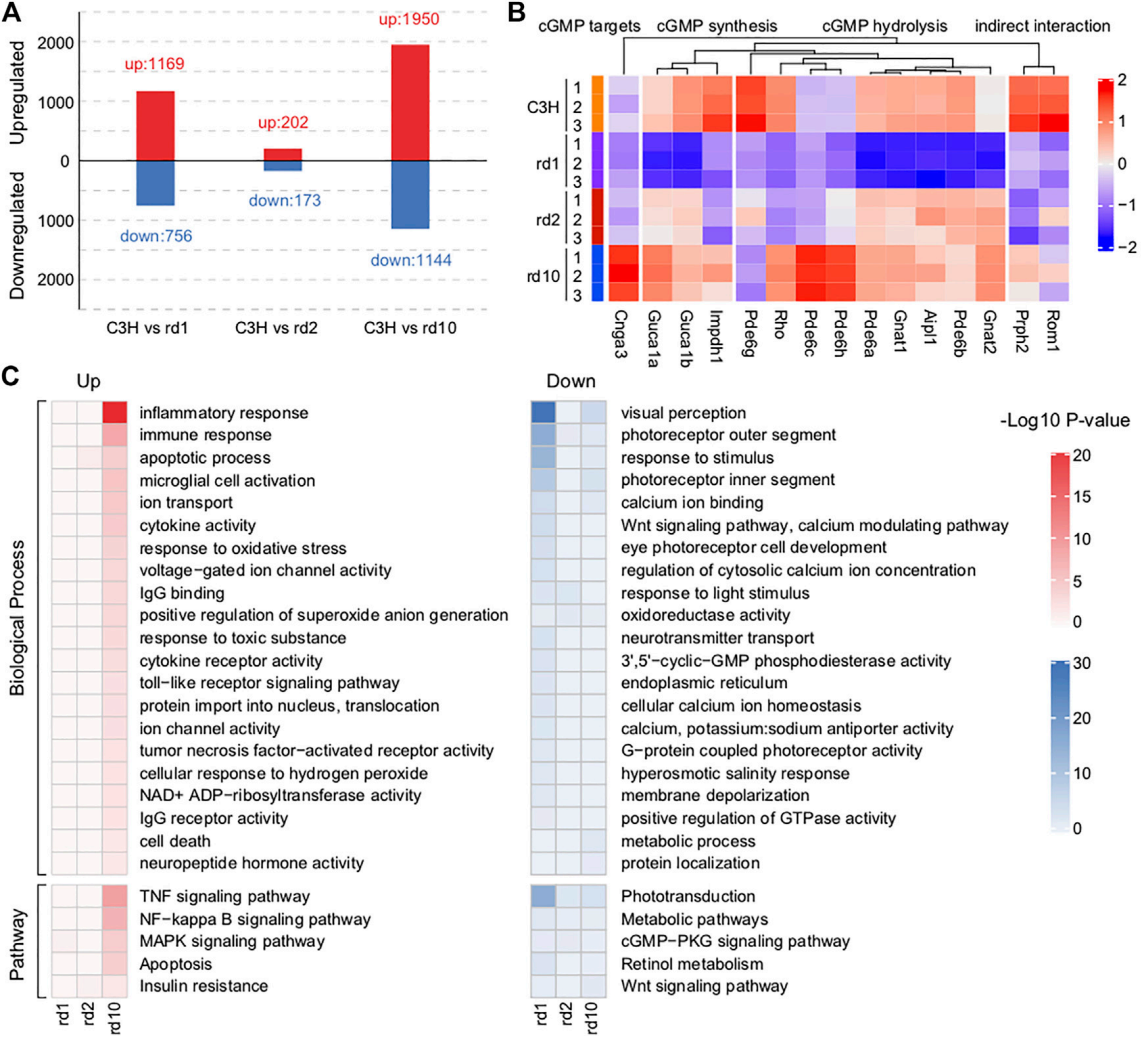
Impaired functions related to phototransduction found in RD mice retina. **(A)** The numbers of differentially expressed genes (DEGs) between C3H mice and each RD model. A total of 1925 DEGs (1,169 up-regulated and 756 down-regulated), 375 DEGs (202 up-regulated and 173 down-regulated), and 3,094 DEGs (1950 up-regulated and 1,144 down-regulated) were respectively identified between *Pde6b* ^*rd1*^ and C3H mice, between *Prph* ^*rd2*^ and C3H mice, and between *Pde6b* ^*rd10*^ and C3H mice. **(B)** Changes in the expression of key genes related to cGMP synthesis, hydrolysis, and targets in RD mice versus that in C3H mice. Genes involved in cGMP synthesis and hydrolysis were generally differentially expressed, especially in the PDE6 mutant *Pde6b* ^*rd1*^ and *Pde6b* ^*rd10*^ mice. **(C)** Functional enrichment analysis of the identified DEGs based on *p* < 0.05. These up-regulated DEGs mainly were enriched ion channel activity, inflammatory process, immune response, TNF signaling pathway, MAPK signaling pathway, and microglial cell activation. The down-regulated DEGs were related to visual perception, Wnt signaling pathway, calcium modulating pathway, positive regulation of GTPase activity, cGMP-PKG signaling pathway and retinal metabolism.

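A list of 32 phototransduction genes, written before the data were examined, was tested in place of the GO and KEGG terms, which are not used here. In Pde6b rd1, 21 of them were lower and 1 higher (one-sided Fisher's exact test for lower calls against all other tested genes, p = 1.38e-18, 2.90e-17 after adjustment over the 21 list tests). In Pde6b rd10, 8 were lower and 7 higher (Fisher's p = 0.00323, adjusted 0.0136), and in Prph rd2 2 were lower and 0 higher (Fisher's p = 0.123, adjusted 0.257). Adjusted over the list alone, 32, 28 and 26 genes had an adjusted p under 0.05 in either direction in these models, against 32, 28 and 19 adjusted over all genes. Without the genes drawn in the paper's figures, a test chosen after seeing the data, 11 of 18 were lower in Pde6b rd1 (Fisher's p = 5.51e-10), 6 of 18 in Pde6b rd10 (p = 0.00210) and 0 of 18 in Prph rd2. The cone genes Pde6h, Pde6c and Cnga3 were among those higher in Pde6b rd10, and the rod genes Sag, Rcvrn and Gngt1 among those lower. In whole retinas, a loss of rods can lower rod genes and raise the share of other genes without a change per cell. With the replicate block, the numbers in Pde6b rd1 were 21 lower and 1 higher.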

Among these DEGs, many were known critical regulators of RD. Typically, PDE6 loss-of-function mutations lead to extremely high cGMP levels and death of the affected photoreceptor cell type (Power et al., 2020). Thus, we examined the photoreceptor cGMP-related RD gene expression. Genes involved in cGMP synthesis and hydrolysis were generally differentially expressed, especially in the PDE6 mutant *Pde6b* ^*rd1*^ and *Pde6b* ^*rd10*^ mice (Figure 3B). 

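Of 14 genes drawn in Fig. 3B, 12 were lower in Pde6b rd1 and 0 were higher, while Cnga3 and Pde6c stayed below the threshold of 1.5-fold. In Pde6b rd10, 4 were higher (Cnga3, Guca1a, Pde6c and Pde6h) and 1 was lower (Pde6g), and in Prph rd2 3 were lower (Guca1b, Impdh1 and Prph2). Guca1b, which encodes an activator of the retinal guanylate cyclases, had a log2 fold change of -2.74 (standard error 0.04, adjusted p = 5.44e-25) in Pde6b rd1. The change of Guca1a was -1.98 (standard error 0.06, adjusted p = 9.65e-18) in Pde6b rd1 and 0.73 (standard error 0.06, adjusted p = 5.77e-10) in Pde6b rd10, and that of Pde6h was -1.50 (standard error 0.10, adjusted p = 1.02e-11) and 2.39 (standard error 0.06, adjusted p = 1.94e-18). With the replicate block, the changes of Guca1b, Guca1a and Pde6h in Pde6b rd1 were -2.75, -1.98 and -1.49.

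**Figure D1:**
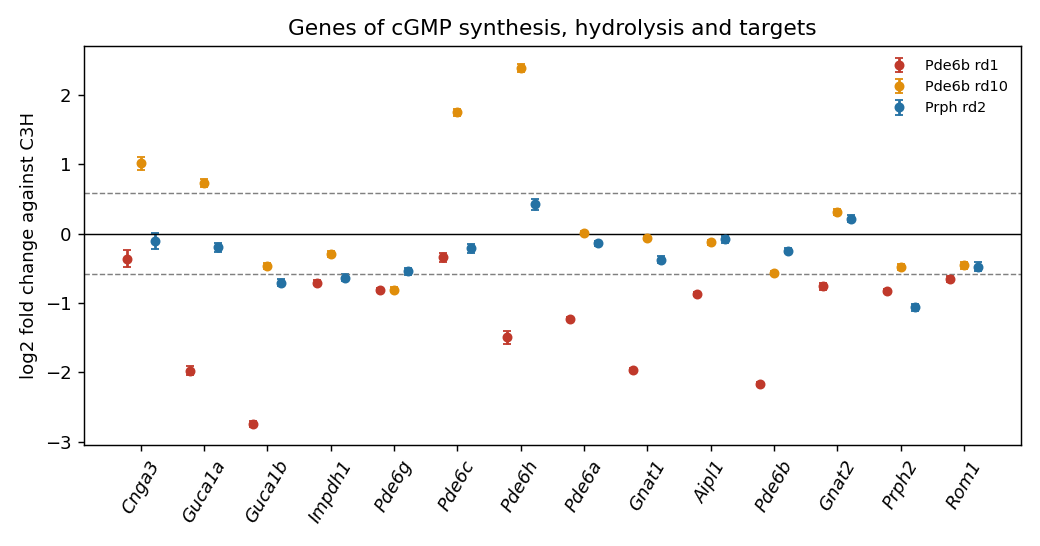
Log2 fold change against C3H (vertical axis) of 14 genes drawn in Fig. 3B (horizontal axis) in the 3 models. Points are edgeR estimates, bars are standard errors, dashed lines mark a 1.5-fold change, and Guca1b in Pde6b rd1 has the lowest value, -2.74.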

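The log2 fold change of Pde6a was -1.22 (standard error 0.03, adjusted p = 5.20e-21) in Pde6b rd1, 0.01 (standard error 0.03, adjusted p = 0.816) in Pde6b rd10 and -0.14 (standard error 0.04, adjusted p = 0.0391) in Prph rd2. Pde6g, the gene of the inhibitory rod subunit, changed by -0.81 (standard error 0.03, adjusted p = 1.36e-16), -0.81 (standard error 0.04, adjusted p = 8.82e-14) and -0.54 (standard error 0.05, adjusted p = 1.30e-05) in the same order. For Pde6b in Prph rd2, the change was -0.24 (standard error 0.04, adjusted p = 0.00101). A loss of rods can lower these and the other rod genes above without a change per cell.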

Obviously, insufficient expression of various PDE6 subunits (*Pde6a*, *Pde6b*, and *Pde6g*) reflected a strong link between gene mutations and transcriptional defects.

Since many dysregulated genes were detected in RD mice, we combined GO and KEGG analyses to further understand the functional defects caused by gene mutations (Figure3C). 

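A list of 28 apoptosis genes, written before the data were examined, stands in for the GO and KEGG terms. In Pde6b rd10, 5 of 28 tested were higher and 1 lower, a share of 17.9% higher against 15.9% of all other tested genes (one-sided Fisher's exact test for higher calls, p = 0.464, 0.751 after adjustment over the 21 list tests). Casp8 had a log2 fold change of 1.54 (standard error 0.18, adjusted p = 2.63e-07) and Casp1 one of 4.16 (standard error 0.35, adjusted p = 2.56e-09), while Fas, with counts of at most 3 in C3H, was at least 24.7-fold higher. In Pde6b rd1, 0 of 24 were higher and 2 lower, among them Pmaip1 at -1.01 (standard error 0.30, adjusted p = 0.00852). None of 24 was called in Prph rd2. Adjusted over the list alone, 10 genes in Pde6b rd1, 14 in Pde6b rd10 and 1 in Prph rd2 had an adjusted p under 0.05 in either direction, the same numbers as with adjustment over all genes. With the replicate block, 0 genes were higher and 2 lower in Pde6b rd1.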

Highly consistent with the mouse RD phenotype, the activation of apoptosis-related functions and the degeneration of the photoreceptors were observed. However, only a few DEGs were identified in *Prph* ^*rd2*^ mice (Figures 3A,C). Therefore, we focused on general functional associations determined through the study of *Pde6b* ^*rd1*^ and *Pde6b* ^*rd10*^ mice. In summary, the GO terms mainly enriched among upregulated genes were ion channels, stress, inflammatory processes, TNF production, and microglia. 

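Lists of 24 microglia genes, 32 genes of inflammation and TNF signaling and 30 ion channel genes were also fixed beforehand, and 4 of the ion channel genes (Best3, Kcnc2, Kcnk12 and Chrnb4) are drawn in Fig. 6B. Each was tested for an excess of higher calls against all other tested genes with a one-sided Fisher's exact test, adjusted over the 21 list tests. In Pde6b rd10, 23 of 24 tested microglia genes were higher (p = 7.76e-18 from the Fisher's test, adjusted 8.15e-17), 23 of 28 inflammation genes (p = 1.65e-14, adjusted 1.16e-13) and 10 of 29 ion channel genes (p = 0.0109, adjusted 0.0383). In Pde6b rd1, 3 of 23 microglia genes (Fisher's p = 0.342), 1 of 18 inflammation genes (p = 0.816) and 1 of 29 ion channel genes (p = 0.935) were higher. In Prph rd2, the numbers were 1 of 23 (Fisher's p = 0.465), 0 of 19 (p = 1.00) and 3 of 29 (p = 0.0418, adjusted 0.11). Adjusted over each list alone, 24, 26 and 24 genes had an adjusted p under 0.05 in either direction in Pde6b rd10, 6, 5 and 22 in Pde6b rd1 and 4, 7 and 20 in Prph rd2. Adjusted over all genes, these numbers were 24, 26 and 24, then 7, 6 and 22, and 3, 6 and 16. Without the genes drawn in the paper's figures, which hold the paper's own calls, the numbers higher in Pde6b rd10 were 10 of 11 (Fisher's p = 7.11e-08), 19 of 23 (p = 1.69e-12) and 6 of 25 (p = 0.177), and that of ion channel genes in Prph rd2 was 0 of 25 (p = 1.00), a test chosen after seeing the data. With the replicate block, the genes higher in Pde6b rd1 numbered 3, 1 and 1.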

The GO terms mainly enriched among downregulated genes were related to the regulation of endoplasmic reticulum, metabolism, and intracellular homeostasis. 

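A list of 25 genes of the endoplasmic reticulum and its homeostasis was set up in the same way, with 24 of them in the files, and tested for an excess of lower calls. In Pde6b rd10, 1 of 24 was lower, Manf with a log2 fold change of -0.61 (standard error 0.06, adjusted p = 2.44e-08), and 0 were higher (one-sided Fisher's exact test, p = 0.868). No gene of the list was called in Pde6b rd1 or Prph rd2. The estimates were negative for 18 genes in Pde6b rd10, 13 in Pde6b rd1 and 5 in Prph rd2. Adjusted over the list alone, 18, 8 and 7 genes had an adjusted p under 0.05 in either direction in these models, against 16, 8 and 4 adjusted over all genes. Under the replicate block no gene was called in Pde6b rd1 either.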

As one of its roles, in the presence of a high cGMP concentration, PDE6 may activate Ca^2+^ ion channels to trigger Ca^2+^ ion influx; the increased intracellular Ca^2+^ may be a major factor leading to photoreceptor degeneration (Dean et al., 2002). In addition to genetic defects, research indicates that oxidative stress, neuroinflammation, and intracellular toxicity may contribute to retinal degeneration progression (Martinez-Fernandez de la Camara et al., 2013; Yoshida et al., 2013). Insufficient energy production and intracellular environment disorders are both hallmark events of cell death (Hassa et al., 2006). Thus, these dysregulated functions are key to explaining RD pathogenesis. 

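The difference between Pde6b rd10 and Pde6b rd1 was tested directly, as a contrast in 1 fit of all 12 samples. At the thresholds of the other comparisons, 5644 of 19616 tested genes were called, 3451 higher in Pde6b rd10 and 2193 lower. Leaving out 1 replicate raised the number to 5876, the largest move over the alternatives. Higher in Pde6b rd10 than in Pde6b rd1 were 23 of 24 tested microglia genes, 25 of 28 inflammation genes, 13 of 30 ion channel genes, 6 of 28 apoptosis genes and 17 of 32 phototransduction genes. Lower were 0, 0, 0, 1 and 1 genes of these lists. Against C3H, the ion channel list had 8 lower and 1 higher genes in Pde6b rd1, an excess of lower calls with a one-sided Fisher's exact p of 2.34e-04, chosen after seeing the direction, and without the genes drawn in the paper's figures 5 of 25 were lower (Fisher's p = 0.0134). Both models also differ in postnatal day, in strain and, by Xist and the Y-linked genes given below, in the share of female retinas.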

Notably, while the above-mentioned functions were more activated in *Pde6b* ^*rd10*^, they were extensively inhibited in *Pde6b* ^*rd1*^ mice, suggesting that mutations at different locations in a single gene could affect the phenotype in different ways. 

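Called in opposite directions were 378 genes, 90 higher in Pde6b rd1 and lower in Pde6b rd10 and 288 the other way, while 796 genes were called in the same direction in both. The labels give 1 C3H sample each at days 13 and 23, so that age in C3H can be read without replicates only. Over the 90 genes, the C3H sample of day 13 exceeded that of day 23 by a median of -0.04 on the log2 scale of normalized counts, and over the 288 genes by a median of -0.03. Both sets were called against these same C3H samples, which favours genes with little spread among them. These medians therefore leave an effect of age open. The median log2 fold changes of the first set were 0.82 in Pde6b rd1 and -1.21 in Pde6b rd10, and those of the second -0.93 and 1.13.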

Another interpretation would be that genes regulated in opposing ways between *Pde6b* ^*rd1*^ and *Pde6b* ^*rd10*^ are, in fact, not relevant for the degeneration and were instead due to different post-natal age and developmental stage (i.e., PN13 vs. PN23).

### Roles of Transcription Factors in Regulating RD

To investigate the transcription factor (TF) mechanisms responsible for retina formation and visual nerve development, we extracted genes with significantly altered transcriptional relationships in the three RD mouse models (Figures 4A,C,E). In *Pde6b* ^*rd1*^ and *Pde6b* ^*rd10*^ mice, more TFs were activated, whereas a large area with high TF suppression existed in *Prph* ^*rd2*^ mice. 

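The enrichment of TF substrates was not analysed here, and the counts give the expression of the TFs drawn in Fig. 4. Of the 11 TFs drawn for Pde6b rd1, 8 had enough counts to be tested and none was called, with log2 fold changes from -0.02 to 0.17. Of the 11 drawn for Pde6b rd10, 9 were tested and 3 were higher, among them Nfkb1 at 0.70 (standard error 0.06, adjusted p = 7.16e-09) and Rel at 0.61 (standard error 0.08, adjusted p = 3.25e-06). Of the 9 drawn for Prph rd2, 8 were tested and none was called, with changes from -0.42 for Crx to 0.31 for Klf6.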

TF enrichment by mutated genes was highly consistent with the TF expression pattern, confirming that the continuous activation or inhibition of upstream signals caused a series of downstream functional changes (Figures 4B,D,F). Notably, *Pitx2* was downregulated in all three RD models, showing the lowest fold change in *Prph* ^*rd2*^ mice, which could be due to its later developmental age at PN29. *Pitx2* in particular has been related to neural crest cell (NCC) survival and migration, as well as optic stalk development, and is critical for eye morphogenesis (Evans and Gage, 2005; Chawla et al., 2016; Hendee et al., 2018). Considering that the functional defect caused by *Pitx2* mutation often induces ocular cell death (Semina et al., 1996), we speculated that the inhibition of *Pitx2* transcriptional activity was also related to the increased risk of neurodegenerative diseases. Compared with *Pitx2*, *Dlx1*, and *Foxg1* had a more significant reduction in expression in *Pde6b* ^*rd1*^ mice. 

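Dlx1 had between 2 and 3 counts per sample in C3H and between 1 and 2 in Pde6b rd1, and a change was not detectable at this depth.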

*Dlx1* participates in neurotransmitter transmission and is essential for neuron proliferation, differentiation, and migration; and may regulate cell cycle progression through Wnt signaling (Maira et al., 2010; Wright et al., 2020). *Foxg1* is important for embryonic primitive streak development and reprogramming; its “transcriptional switch” function has received widespread attention in embryonic development (Reid et al., 2016; Wang et al., 2019). The lack of TFs for genes encoding these important proteins would impede optic nerve development. 

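Maff had between 10 and 20 counts per sample in C3H and between 36 and 50 in Pde6b rd10, a log2 fold change of 1.64 (standard error 0.29, adjusted p = 7.13e-05). All Pde6b rd10 samples lay above all C3H samples. Groups without overlap, in either direction, arise by chance in 10% of splits of 3 against 3. In Pde6b rd1 and Prph rd2, the change was 0.30 (standard error 0.37, adjusted p = 0.556) and -0.71 (standard error 0.43, adjusted p = 0.349).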

In *Pde6b* ^*rd10*^ mice, *Maff* was highly upregulated. The MAFF protein can regulate photoreceptor gene expression and is closely associated with inflammatory responses in neuronal diseases (Katsuoka et al., 2003; Chevillard et al., 2007; Saliba et al., 2019). We speculate that constant MAFF activation may contribute to inflammatory processes in the microenvironment through pro-inflammatory cytokines or chemokines, thereby mediating photoreceptor cell death. Thus, our data suggests that functional abnormalities of key TFs may accelerate RD pathogenesis.

**FIGURE 4:**
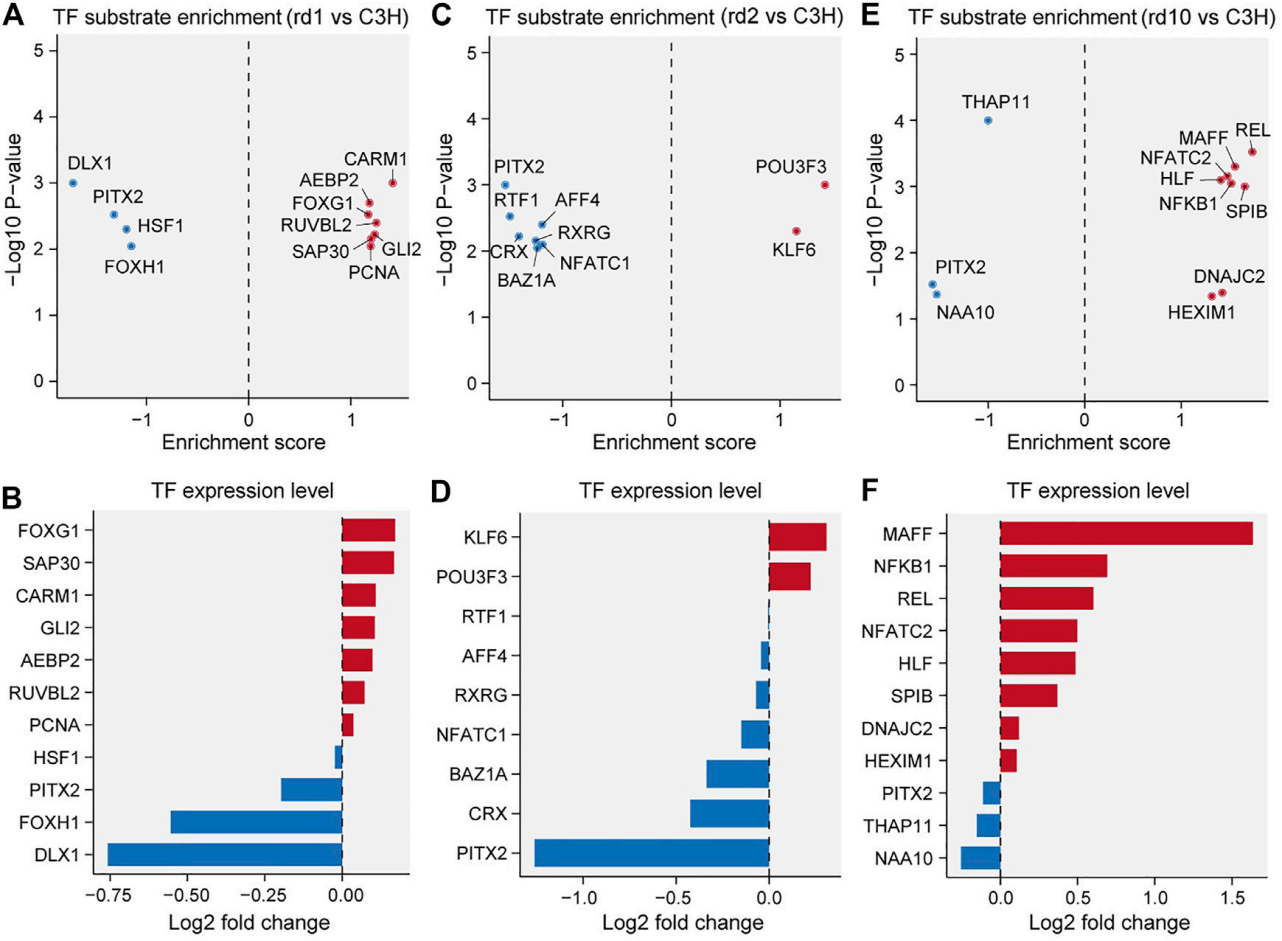
Transcriptional factor (TF) substrate enrichment analysis in the three RD models versus C3H mice**. (A, C, E)** TF substrate enrichment score and significance in *Pde6b* ^*rd1*^ **(B)**, *Prph* ^*rd2*^ **(D)**, and *Pde6b* ^*rd10*^ **(F)** mice; PITX2 were all down-regulated in RD mice compared with the C3H mice. **(B, D, F)** Log2 fold changes of the indicated TF expression levels in *Pde6b* ^*rd1*^ **(B)**, *Prph* ^*rd2*^ **(D)**, and *Pde6b* ^*rd10*^ **(F)** mice. FOXG1, KLF6, and MAFF were up-regulated in RD mice; while DLX1 and NAA10 were down-regulated in RD mice.

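Klf6, drawn in Fig. 4D, had a standard error of 0.06 and an adjusted p of 0.00670 in Prph rd2, below a 1.5-fold change. For Naa10, drawn in Fig. 4F, the log2 fold change was -0.24 (standard error 0.12, adjusted p = 0.0923) in Pde6b rd10, -0.19 (standard error 0.12, adjusted p = 0.232) in Pde6b rd1 and -0.23 (standard error 0.13, adjusted p = 0.294) in Prph rd2.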

### Functional Analysis of Differentially Expressed LncRNAs

Long non-coding RNAs (lncRNAs) are involved in gene activation and silencing. LncRNAs have emerged as important regulators of photoreceptor development, as well as of ocular physiology, and their dysregulation is associated with numerous eye-related diseases (Wawrzyniak et al., 2018). Therefore, we extracted molecules annotated as lncRNAs among the identified DEGs, described their expression profile characteristics, and explored the role of important lncRNAs in RD.

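The annotation of the files gives 9554 genes an lncRNA type. Between Pde6b rd1 and C3H, 1352 of 3467 tested lncRNAs were called, 1088 higher and 264 lower, and 1255 of these had an adjusted p under 0.05. The number fell to 642 with limma on log2(FPKM + 1), which moved it most among the alternatives set before the data were examined, and was 1361 with the replicate block. Of the 1352, 990 belong to the types TEC and sense intronic, most of which lie inside coding genes on the same strand, where reads of unspliced coding transcripts cannot be told from their own, and the paper's text does not name the strand setting of the counting. Without both types, 362 lncRNAs were called, 137 higher and 225 lower.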

In total, 482 differentially expressed lncRNAs (DE lncRNAs) were detected in *Pde6b* ^*rd1*^ mice (312 upregulated and 170 downregulated). 

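In Pde6b rd10, 1253 of 3479 tested lncRNAs were called, 807 higher and 446 lower, 1162 of them with an adjusted p under 0.05. Without TEC and sense intronic genes, the numbers were 681, 299 and 382.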

*Pde6b* ^*rd10*^ mice showed 728 DE lncRNAs (367 upregulated and 361 downregulated). 

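In Prph rd2, 403 of 3545 tested lncRNAs were called, 287 higher and 116 lower, and 150 had an adjusted p under 0.05. TEC and sense intronic genes left out, 156 lncRNAs remained, 60 higher and 96 lower.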

In *Prph* ^*rd2*^ mice, 101 DE lncRNAs were detected (55 upregulated and 46 downregulated) (Supplementary Figures S2A–C). Similar to the number of DEGs (Figure 3A), *Prph* ^*rd2*^ mice had the lowest number of DE lncRNAs. Unsupervised cluster analysis of DE lncRNAs also showed an evident expression pattern among the three groups (Supplementary Figures S2D,E). 

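Average-linkage clustering of the samples on the 2113 lncRNAs called in at least 1 comparison, cut into 4 clusters, did not return the 4 groups. The r of pairs within groups lay between 0.121 and 0.885, and that of pairs between groups between -0.547 and 0.434.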

In particular, we observed that the gene encoding for X inactive-specific transcript (*Xist*) had the highest degree of upregulation among all three RD mouse models. 

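Xist had between 8 and 10 counts per sample in C3H, between 64914 and 83716 in Pde6b rd1, between 13428 and 18861 in Pde6b rd10 and between 37187 and 47452 in Prph rd2. Its log2 fold changes were 13.07 (standard error 0.06, adjusted p = 3.59e-35), 10.74 (standard error 0.09, adjusted p = 5.92e-26) and 11.97 (standard error 0.14, adjusted p = 1.70e-16) in this order, and 13.06 in Pde6b rd1 with the replicate block. By fold change it ranked 1 of all tested lncRNAs in each model. Xist is transcribed from the inactive X chromosome of female cells, and the paper states that animals were used irrespective of gender. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 counts in every Pde6b rd1 sample and were at least 544, 437, 378 and 593-fold lower there than in C3H. Their log2 fold changes lay between -1.43 and -1.28 in Prph rd2 and between -0.55 and -0.36 in Pde6b rd10. Summed, the 4 genes had 296 ± 15.9 normalized CPM in C3H (SD, n = 3), 216 ± 19.5 in Pde6b rd10 and 119.4 ± 13.3 in Prph rd2.

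**Figure D2:**
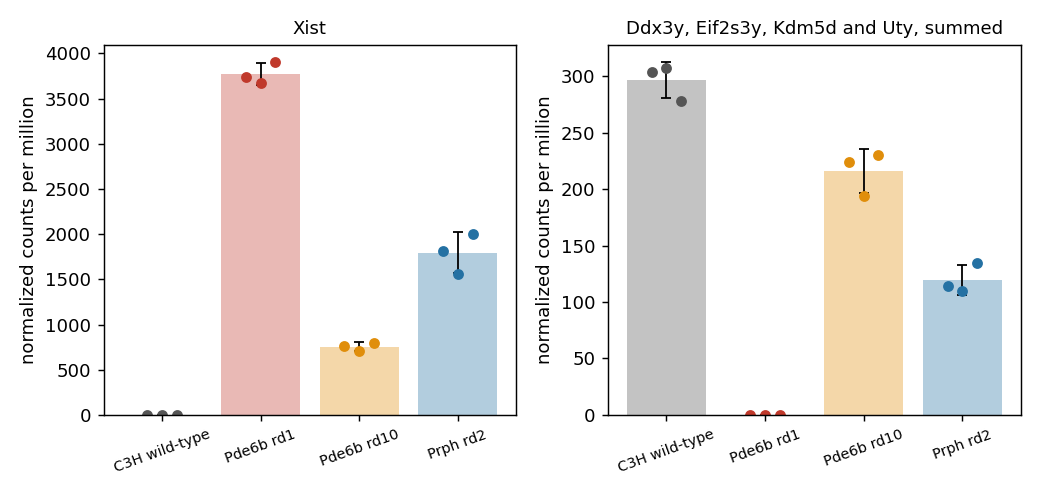
Normalized CPM (vertical axes) of Xist (left) and of 4 Y-linked genes summed (right) in the 4 groups. Points are samples, bars are group means and whiskers are SD of 3 samples, with an Xist mean of 3771 in Pde6b rd1 and 0.436 in C3H.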

*Xist* is an X-chromosomal non-coding transcript essential for the initiation and spread of X-inactivation. *Xist* abnormal expression is related to malignancy progression (Xing et al., 2018; Yang et al., 2018; Liu et al., 2019). In retinoblastoma, *Xist* expression dysregulation has been reported to affect cell proliferation and apoptosis (Wang et al., 2018). Overexpressed *Xist* protects human retinal pigment epithelial cells against hyperglycemia-related damage by reducing apoptosis and restoring migration (Dong et al., 2020). Therefore, we speculate that *Xist* overexpression in defense against cell injury may cause apoptotic signaling in RD mouse photoreceptor cells.

To further understand the regulatory relationship between lncRNAs and coding genes in RD, we performed a weighted gene co-expression network analysis (WGCNA) of all DEGs, including DE lncRNAs. A total of five co-expression modules were observed (Figure 5A, excluding black module). Among these, the module with the largest number of correlated genes (*i.e*., the turquoise module in Figure 5) was the largest and comprised more than 70% of DEGs in the co-expression network, 20% of which were lncRNAs (Figure 5A). This module therefore formed the focus of our subsequent analysis. 

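In place of WGCNA, the 6222 genes called in at least 1 comparison were clustered by average linkage on Pearson's r of log2 CPM over the 12 samples and parted into 5 clusters. The largest held 2938 genes, 47.2% (Wilson 95% interval 46.0 to 48.5%), of which 498, or 17%, were lncRNAs. With complete linkage, the alternative that moved it most, the largest cluster held 34.5%. Its scaled values averaged 1.15 in Pde6b rd10, -0.62 in Pde6b rd1, -0.22 in Prph rd2 and -0.31 in C3H. A cluster of 1574 genes, highest in Pde6b rd1, held 1080 lncRNAs, 953 of its genes being TEC or sense intronic.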

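Of the called genes of each hand-written list, the largest cluster held 23 of 23 microglia genes, 23 of 24 inflammation genes, 17 of 26 phototransduction genes and 12 of 13 ion channel genes. These genes were called in the same samples that the clusters were built from.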

GO and KEGG analyses showed that functions related to stress response, immunity, inflammation, TNF production, cell migration, chemotaxis, visual perception, and ion transport were extensively enriched in the turquoise module (Figure 5B). Thus, the above biological processes seem to be important in RD, indicating that, in the RD murine gene co-expression network, lncRNAs may generally participate in the regulation of degenerative pathways (Figure 3C). Similarly, several lncRNAs were hub nodes (Figure 5C), likely deserving more attention. 

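Of the 47 lncRNAs drawn in Fig. 5C, 46 were tested in Pde6b rd10, 36 were higher and 10 lower, and all 56 coding genes of the panel were higher. The largest cluster held 36 of these lncRNAs and the second cluster, lowest in Pde6b rd10, the other 10. In Pde6b rd1, 0 of 32 tested were higher and 2 lower, and in Prph rd2 0 of 32 were higher and 2 lower. Some of them, such as Gm12751 and Gm4864, had no counts in Pde6b rd10, which was of another strain than the C3H samples.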

For instance, based on the report that lncRNA H2K2 promoted diabetic nephropathy progression via the miR-449a/b/Trim11/Mek signaling pathway (Chen et al., 2019), we inferred that dysregulated H2K2 in RD mice may partially mediate retinal disease progression via the competitive endogenous RNA (ceRNA) mechanism, in which lncRNAs may compete with protein-coding mRNAs for binding to miRNAs. However, the functional roles and regulatory mechanisms of lncRNAs acting as ceRNAs in RD are still unclear.

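H2-K2, which the annotation lists as a transcribed unprocessed pseudogene on chromosome 17, had between 104 and 126 counts per sample in Pde6b rd10, at most 2 in C3H, 0 in Pde6b rd1 and between 2 and 3 in Prph rd2. It was at least 36-fold higher in Pde6b rd10 than in C3H, and a change was not detectable in the other models. Of 13 tested H2 genes, 12 were higher in Pde6b rd10. H2 genes share sequence with each other, and their haplotypes can differ between the strains of Pde6b rd10 and C3H. From a report on another disease, the paper proposes that H2K2 acts in the retina as a competitor for miRNAs. By RT-qPCR, which was not used here, the paper also reports H2K2 as higher in all 3 models. The counts of Pde6b rd1 and Prph rd2, at or under 3 per sample, did not detect such a rise.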

**FIGURE 5:**
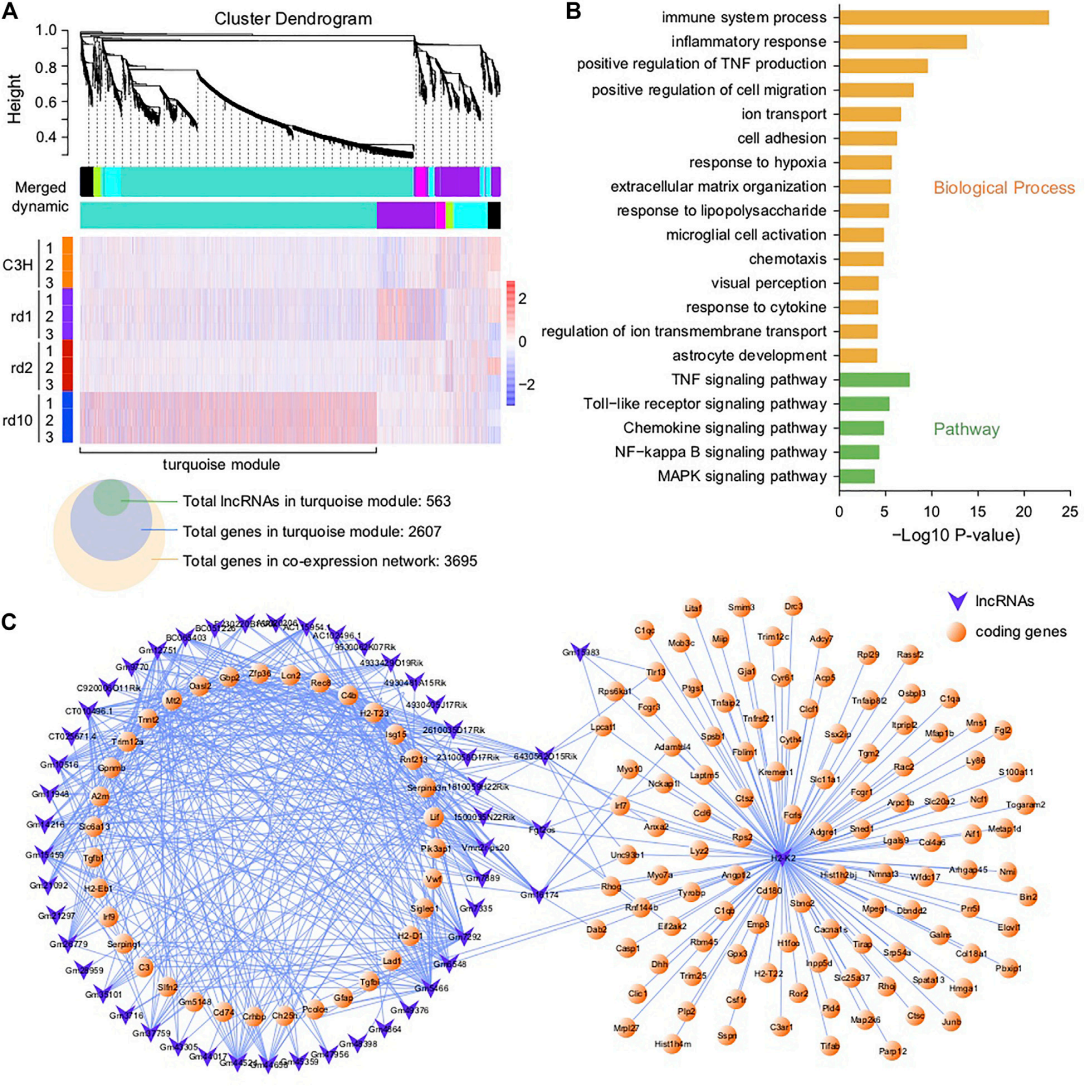
Co-expression network analysis of DE lncRNAs and coding genes. **(A)** Co-expression modules of DEGs and their expression profile in all samples; A total of 563 DE-lncRNAs and 2,607 genes were found in turquoise module, and 3,695 genes in the co-expression network. **(B)** Functional enrichment analysis of DEGs in the turquoise module; The genes in the networks were significantly enriched in immune system process, inflammatory response, positive regulation of TNF production, TNF signaling pathway, Toll-like receptor signaling pathway, chemokine signaling pathway, and MAPK signaling pathway. **(C)** Network connections of lncRNAs with coding genes in the turquoise module—only topological overlap matrices with >0.69 similarity are displayed.

### Characterization of circRNAs and Construction of ceRNA Network

Previous reports indicate that circRNAs can regulate synaptic activity and are essential for the normal function of the central nervous system (Rybak-Wolf et al., 2015). The retina is a key component of the visual phototransduction system. While circRNAs participate in retinal development, abnormally expressed circRNAs may cause various neurological disorders and diabetic retinopathy (Lukiw, 2013; Shan et al., 2017). However, the circRNA-regulation of retinal degeneration is still unclear. 

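For each circRNA, the authors deposited the number of reads that span its back-splice junction and a TPM value, which divides these reads by all circRNA junction reads of the sample without a length term. The methods give an alignment with TopHat2 and junctions called by CIRCexplorer, with candidates under 2 junction reads discarded. Between 9819 and 25009 junction reads per sample were listed, with medians of 17229 in C3H, 11352 in Pde6b rd1, 20924 in Pde6b rd10 and 20457 in Prph rd2. Junction reads were tested with edgeR as for genes, on circRNAs with at least 2 reads in at least 3 of the 6 samples compared, and called at an unadjusted p under 0.05 and a fold change of at least 2, as in the paper.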

Here, we tried to characterize the circRNA expression profile and the functional relationship of circRNAs with coding DNA in RD mice.

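Each sample listed between 2645 and 4912 circRNAs. Over all samples, 592 were found in all 12 and 4315 in 1 sample only, and 57% had 5 or fewer junction reads in total.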

A total of the 12,510 unique circRNAs were identified in our 12 samples (Supplementary Figure S3A). 

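The files name a circRNA by its circBase identifier or, where it has none, by its position. By this rule, 62.9% (Wilson 95% interval 62.0 to 63.7%) of the circRNAs were not listed in circBase. Among those found in all 4 groups the share was 27.7%, and among those found in a single sample 88.6%.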

Most circRNAs (7,866, 64.74%) were novel when compared with those in circBase. Notably, the proportion of novel circRNAs in each sample was always less than half (Supplementary Figure S3B), implying that more novel circRNAs have a spatiotemporal pattern in different retinal diseases. 

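Per sample, between 36.9 and 45.4% of the circRNAs were not listed in circBase, and these held between 24 and 27.7% of the junction reads. Pooled over the 3 samples of a group, the share was 50.6% in C3H, 46.3% in Pde6b rd1, 51.9% in Pde6b rd10 and 52.8% in Prph rd2. From the lower share per sample, the paper reasons that these circRNAs have a spatiotemporal pattern in different retinal diseases.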

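All 4 groups shared 2895 circRNAs, 23.1% (Wilson 95% interval 22.4 to 23.9%) of the total. In 1 group only, 4863 were found.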

Likewise, less than 1/4 circRNAs were shared among the three RD mice models and control mice. 

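A spliced length could be given from a single annotated transcript for 11944 circRNAs, and 69.5% (Wilson 95% interval 68.6 to 70.3%) of these were shorter than 1000 nt, with a median of 679 nt.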

Most circRNAs were <1,000 nt long (Supplementary Figure S3C). The distribution of circRNA genomic origins showed that about half of the host genes (1,714, 43.12%) produced only one circRNA, whereas a few host genes (559, 14.06%) produced more than six circRNAs (Supplementary Figure S3D). 

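The circRNAs came from 3933 host genes. A single circRNA was listed for 1679 of them, 42.7% (Wilson 95% interval 41.2 to 44.2%), more than 6 for 436, 11.1%, and 6 or more for 561, 14.3%.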

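By the transcript given for each circRNA, 46.7% had 2 to 4 exons, 70.4% fewer than 7 and 3.32% a single exon. The transcript was annotated as protein-coding for 94.9%.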

In general, circRNAs originated from coding exons (Supplementary Figure S3E) and were encoded by less than seven exons (usually two to four) (Supplementary Figure S3F). Additionally, nearly 20% retinal circRNAs in each RD mouse model were conserved in human genome sequences (Supplementary Figure S3G).

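In Pde6b rd1, 114 of 1791 tested circRNAs were called, 20 higher and 94 lower, in Pde6b rd10 277 of 2339, 157 higher and 120 lower, and in Prph rd2 76 of 2207, 45 higher and 31 lower. An unadjusted p under 0.05 without the fold threshold was reached by 140, 330 and 98 circRNAs, and in the simulated data 3.36 to 4.34% of the unchanged circRNAs reached it. At an adjusted p under 0.05, 3, 72 and 0 circRNAs were called. At the unadjusted p, the balance of directions was compared across the fits that each left out a replicate. These fits kept the filter on junction reads with the same number of samples required. A circRNA that met this filter in the reduced group alone could thus no longer be tested. The shifts in direction therefore do not show that the balance depends on single replicates. In Pde6b rd10, 164 to 176 were higher and 67 to 77 lower without a C3H replicate. Without a Pde6b rd10 replicate, 49 to 58 were higher and 113 to 121 lower. In Prph rd2, 48 to 72 were higher and 9 to 18 lower without a C3H replicate. Without a Prph rd2 replicate, 15 to 24 were higher and 38 to 50 lower. In Pde6b rd1, 12 to 28 were higher and 24 to 116 lower over these fits. The alternative that moved the number in Pde6b rd1 most among those that change the scaling set the library sizes to mapped reads, with 8 higher and 197 lower, and 36 higher and 42 lower in Prph rd2. With junction read totals as library sizes and no TMM, an alternative chosen after seeing the data, 34 were higher and 77 lower in Pde6b rd1. Scaled to RPM of all mapped reads, the junction reads were 490.2 ± 50.4 in C3H (SD, n = 3) and 303 ± 28.9 in Pde6b rd1, a ratio of 0.619 (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Those of Pde6b rd10 were 548 ± 15.0 RPM (exact p = 0.2) and those of Prph rd2 475 ± 32.1 RPM (exact p = 0.8).

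**Figure D3:**
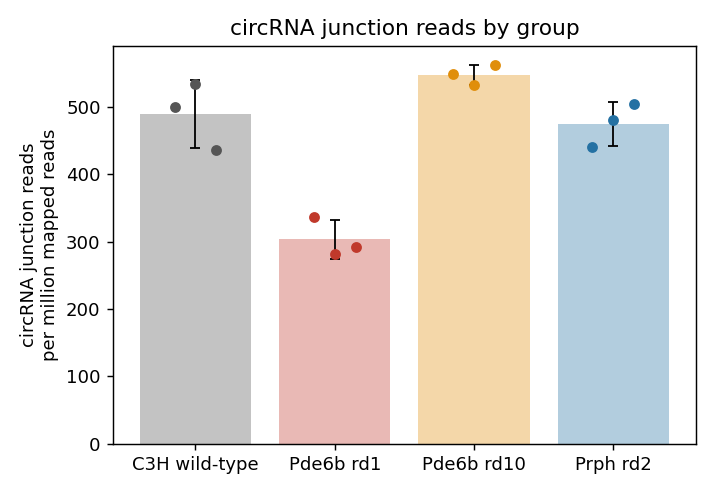
circRNA junction reads as RPM of all mapped reads (vertical axis) in the 4 groups. Points are samples, bars are group means and whiskers are SD of 3 samples, and the Pde6b rd1 samples lie between 282 and 336, under all others.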

Analysis of differentially expressed circRNAs (DE circRNAs) revealed 314 DE circRNAs in *Pde6b* ^*rd1*^ mice (26 upregulated and 228 downregulated), 515 DE circRNAs in *Pde6b* ^*rd10*^ mice (355 upregulated and 160 circRNAs downregulated), and 183 DE circRNAs in *Prph* ^*rd2*^ mice (124 upregulated and 59 downregulated) (Figure 6A). 

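Of 416 circRNAs called in at least 1 comparison, 368 (88.5%) were called in 1 only. Of the 48 called in at least 2, 36 were lower and 12 higher, and none changed direction. The 25 shared by Pde6b rd10 and Prph rd2 included 11 higher in both, and the 3 called in all 3 models were lower. All comparisons use the same 3 C3H samples, so that a chance high value in C3H appears as lower in every model.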

Interestingly, although the expression levels of most DE circRNAs were specific for different retinal pathological states, almost all the shared DE circRNAs were consistently suppressed (Supplementary Figures S3H,I).

**FIGURE 6:**
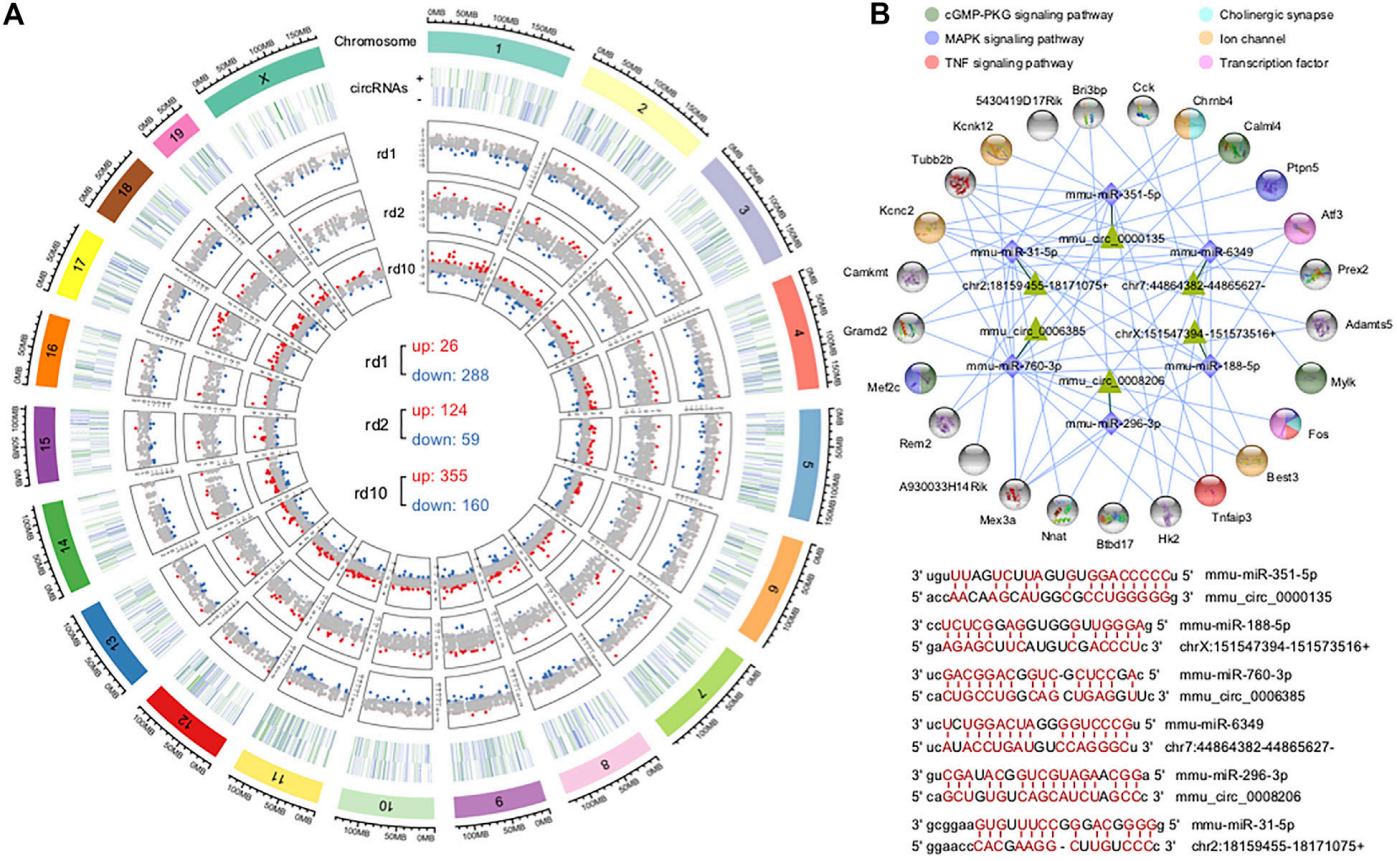
Identification of differentially expressed circRNAs and construction of ceRNA networks. **(A)** Chromosome distribution of circRNAs in mouse retina and their fold changes in the three RD models; There were 314 DE circRNAs (26 up-regulated and 288 down-regulated), 183 DE-circRNAs (124 up-regulated and 59 down-regulated) and 515 DE-cicrRNAs (355 up-regulated and 160 down-regulated) in *Pde6b* ^*rd1*^, *Prph* ^*rd2*^, and *Pde6b* ^*rd10*^. **(B)** The circRNA-miRNA-mRNA interaction network constructed using the common DE circRNAs and DEGs of the three RD mouse models; representative circRNA-miRNA interaction sites predicted by miRanda. These DE circRNAs were enriched in cGMP-PKG signaling pathway, MAPK signaling pathway, TNF signaling pathway, ion channel, transcription factor and cholinergic synapse.

The interaction of circRNAs and miRNAs may indirectly regulate gene expression. Thus, we constructed a ceRNA network using the circRNAs and DEGs of all RD mouse models to explore the circRNA-miRNA-mRNA regulatory axis that may be related to retinal degeneration. 

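The decoy circRNA of Camsap2 had between 3 and 9 junction reads per C3H sample and that of Robo1 between 2 and 3, and both had 0 in all samples of the 3 models and were called lower in each. For the Robo1 circRNA no fold change is given, since it was at or under 3 reads in all groups. The circRNA of Lpgat1, with 4 reads in each C3H sample, was called lower in Pde6b rd1 and Pde6b rd10. The circRNA of Mllt10 was called lower in Prph rd2 only, that of Ptov1 in no comparison, and that of Phf8 had too few reads to be tested. None of these calls had an adjusted p under 0.05, apart from that of Camsap2 in Pde6b rd10. Of the 25 genes drawn in Fig. 6B, all were called in each of the 3 comparisons.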

The constructed network had 25 genes, 6 circRNAs as decoys, and 6 predicted miRNAs in total (Figure 6B), suggesting that circRNAs can competitively bind to miRNAs through binding sites, thereby indirectly regulating miRNA target genes. Notably, many targets were key genes or genes encoding transcription factors associated with neuronal synapses, ion channels, and inflammation, which may be important in retinopathy pathogenesis. This network provided useful clues indicating that circRNAs play a role in the pathogenesis of retinal degeneration by indirectly targeting certain important genes.

### Validation of Gene Expression Analysis

To further validate the gene expression data, we performed RT-qPCR and immunofluorescence staining on retinal sections. While the expression of *Xist* was significantly up-regulated in the *Pde6b* ^*rd1*^ mice at PN13 compared with C3H control (*p* < 0.05), no significant differences were observed in *Xist* expression between C3H control and *Pde6b* ^*rd10*^ mice at PN23, as well as between C3H control and *Pde6b* ^*rd2*^ mice at PN29 (*p* > 0.05, Figure 7A). For H2K2, its expression was evidently up-regulated in all three RD mutant mice when compared to C3H (*p* < 0.05, Figure 7A). *Klf6* was markedly up-regulated in both *Pde6b* ^*rd1*^ and *Pde6b* ^*rd2*^ mice compared with the C3H mice (*p* < 0.05), yet, there was no significant difference in *Klf6* expression between C3H control and *Pde6b* ^*rd10*^ (*p* > 0.05; Figure 7A). Compared with the C3H control, the level of circ0000135 was significantly lower in the *Pde6b* ^*rd1*^ and *Pde6b* ^*rd10*^ mice (*p* < 0.05), while no significant difference was found between C3H and *Pde6b* ^*rd2*^ mice (*p* > 0.05, Figure 7A). The trend of *Maff* gene expression in different groups was similar to that of *Xist* expression, with a significant increase only in the *Pde6b* ^*rd1*^ mouse (Figure 7A). For circ0008206 a significant down-regulation was observed only in *Pde6b* ^*rd2*^ mice (*p* > 0.05, Figure 7A).

**FIGURE 7:**
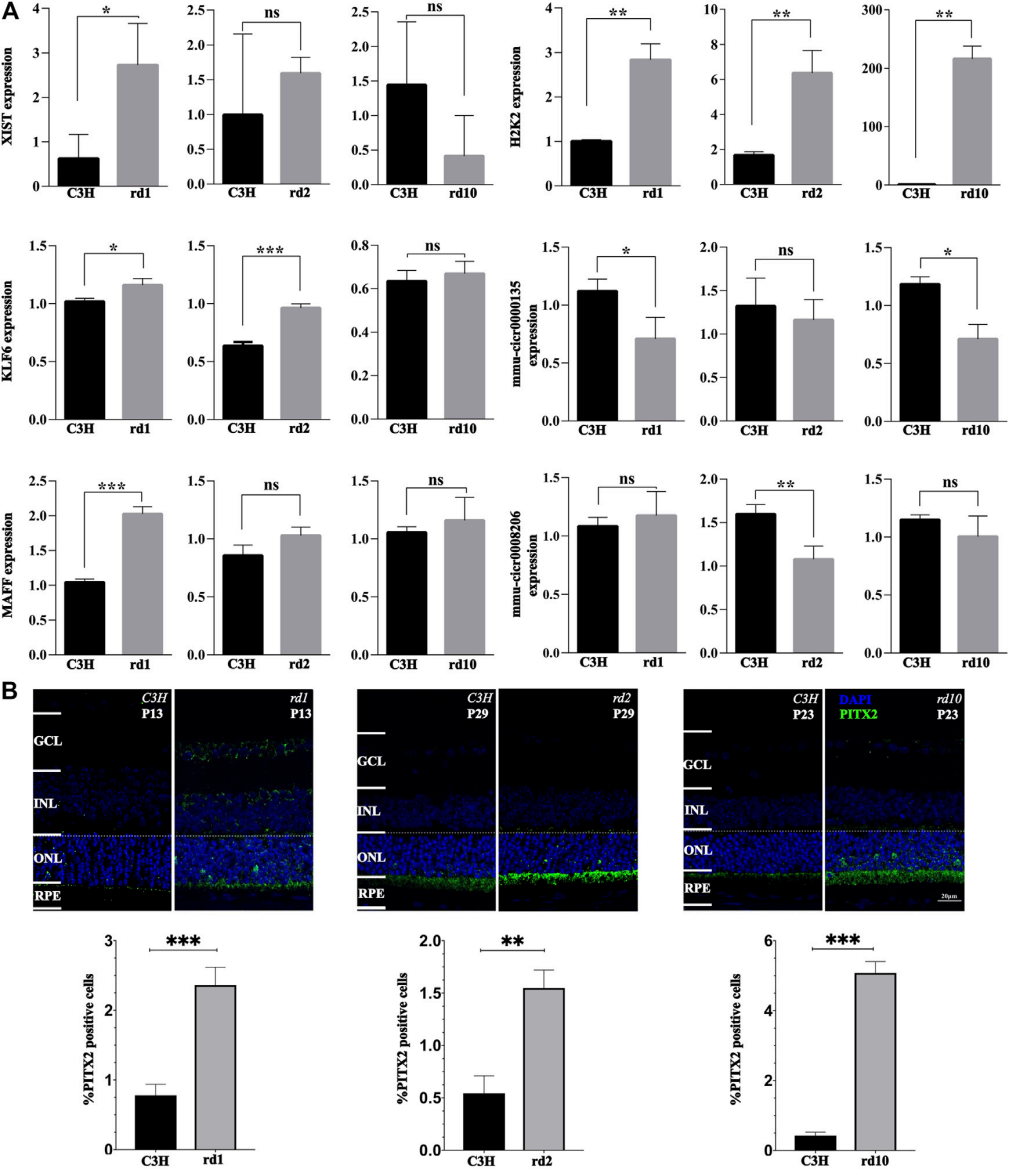
Validation of gene expression changes via qPCR and immunofluorescence. **(A)** The relative levels of XIST, H2K2, MAFF, KLF6, mmu-circ0000135, and mmu-circ0008206 in different groups at different times determined by real-time quantitative PCR. **(B)** PITX2 expression in C3H wild-type, *rd1*, *rd2*, and *rd10* retina at time-points corresponding to the peak of retinal degeneration as assessed by immunofluorescence. Quantification in bar graphs displays the percentage of PITX2 positive cells in the outer nuclear layer (ONL). Significance levels indicated by asterisks: * = *p* < 0.05, ** = *p* < 0.01, *** = *p* < 0.001.

In addition, PITX2 protein expression was assessed by immunofluorescence. Remarkably, PITX2 expression was significantly increased in the photoreceptor layer of all three RD mutant mice (*p* < 0.05, Figure 7B). The latter indicated that PITX2 may indeed play an important role in RD pathogenesis.

## Discussion

RNA-Seq, a new-generation sequencing method with a higher accuracy than microarrays, promises a more comprehensive understanding of the changes in gene regulation in RD (Cai and Lyu, 2012). Here, we screened genes and pathways related to photoreceptor cell death in different RD models. Additionally, up-stream regulatory factors, such as transcription factors and non-coding RNA, and their interaction networks were analyzed. Furthermore, RNAs involved in RD were functionally annotated. Overall, this study lays a foundation for future studies on the transcriptional changes leading up to photoreceptor cell death and the discovery of potential targets in the treatment of RD.

### RNA-Seq Transcriptome Profiling of RD Models

During the period of photoreceptor cell death, a previous RNA-Seq study on *Pde6b* ^*rd10*^ mutant retinal tissue showed a lack of gene expression specificity in rod cells and an increased gene transcription in Muller cells and indicated the importance of gliosis in innate immune activation in RD (Uren et al., 2014). In their retinal degeneration study, Xu *et al.* showed that, in *Pde6b* ^*rd1*^ mice, intravitreal metformin injection delayed visual impairment and inhibited photoreceptor cell death (A et al., 2019). Moreover, metformin treatment altered the gene expression profile of *Pde6b* ^*rd1*^ mice. Furthermore, GO and KEGG enrichment analyses showed that immunity and inflammation played a relatively important role in this change (A et al., 2019). Here, since the number of DEGs observed was low and pathway modifications of significance were absent in *Prph* ^*rd2*^ mice (Figures 3A,C), we focused mainly on *Pde6b* ^*rd1*^ and *Pde6b* ^*rd10*^ mice and summarized the PDE6 gene mutations inducing RD pathogenesis.

### Wnt/*β*-Catenin Signaling Protects Photoreceptors From Degradation

Loss of function PDE6 mutation resulted in decreased PDE6*α/β* activity and a high cytoplasmic cGMP concentration (Tsang et al., 1996). Photoreceptor cell physiology relies on the regulation and interplay of the second messenger signaling molecule cGMP and Ca^2+^ levels (Vighi et al., 2018; Das et al., 2021). Classic opsin signaling involves cGMP-gated ion channels; high intracellular cGMP concentrations perpetually open cGMP-gated ion channels, leading to increased Ca^2+^ influx and, ultimately, photoreceptor degeneration (Dean et al., 2002). 

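Among the listed ion channel genes, Kcnk1 had a log2 fold change of 1.49 (standard error 0.07, adjusted p = 5.64e-13) and Kcnj13 one of 1.26 (standard error 0.23, adjusted p = 1.24e-04) in Pde6b rd10. In Pde6b rd1, Kcnj10 had one of -1.10 (standard error 0.05, adjusted p = 2.91e-15), Cacna1f -0.72 (standard error 0.04, adjusted p = 6.92e-14) and Kcnj13 -1.46 (standard error 0.38, adjusted p = 0.00303), with -1.10, -0.72 and -1.50 under the replicate block.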

We found ion channel activity and ion transport to be activated, while cellular Ca^2+^ homeostasis and Ca^2+^-binding mechanisms were impaired, probably leading to excessive intracellular Ca^2+^ accumulation (Figure 3C). Notably, the cGMP-PKG signaling pathway was enriched in downregulated genes.

In addition to causing toxicity and increasing osmotic pressure, high intracellular Ca^2+^ concentrations promote Ca^2+^-dependent calpain-type protease activation, which in turn activates both caspase-dependent and -independent apoptotic pathways (Susin et al., 1999; Mizukoshi et al., 2010). Moreover, mitochondrial calpains can activate AIF, a cell death executioner, which, upon translocation from mitochondria to the nucleus promotes chromatin fragmentation (Polster et al., 2005; Mizukoshi et al., 2010). Curiously, our transcriptomic analysis did not indicate changes in calpain related genes. This may be due to the fact that the rapid metabolic activation by high levels of Ca^2+^ does not affect the transcriptome, most likely because when calpains become activated the cell is already undergoing the final stages of cell death, at which point the transcriptional machinery no longer works. 

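Of 10 genes of calpains and of their inhibitor calpastatin, 4 were called higher in Pde6b rd10 and 0 lower (one-sided Fisher's exact test for higher calls against all other tested genes, p = 0.0597). Capn1 had a log2 fold change of 0.90 (standard error 0.10, adjusted p = 2.98e-07), Capn3 one of 0.90 (standard error 0.25, adjusted p = 0.00524), Capn6 1.38 (standard error 0.42, adjusted p = 0.00928) and Cast, the gene of calpastatin, 1.08 (standard error 0.11, adjusted p = 2.46e-08). None of 9 tested was called in Pde6b rd1 and none of 9 in Prph rd2. Adjusted over this list alone, 8, 6 and 0 genes had an adjusted p under 0.05 in Pde6b rd10, Pde6b rd1 and Prph rd2, against 6, 5 and 0 over all genes.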

Activated insulin receptors are likely to play a neuroprotective effect by closing cGMP-gated ion channels and reducing Ca^2+^ entry into cells (Rajala et al., 2008; Gupta et al., 2012). Moreover, wnt/*β*-catenin signaling protects photoreceptors from degradation (Patel et al., 2015). Our data showed that insulin resistance pathways were activated, whereas the want signaling pathway was inhibited in RD (Figure 3C). Thus, targeting molecules related to these pathways may rescue photoreceptor cell degeneration.

### X Inactive-Specific Transcript

*Xist* mRNA, as a potential non-coding transcript encoded by the X chromosome and essential for the initiation and spread of X-inactivation, plays an important role in epigenetic processes due to its widespread transcriptional activity. In our RNAseq data *Xist* had the highest degree of up regulation among all three RD models, a finding that was partly confirmed by qPCR. *Xist* abnormal expression is related to malignancy progression (Xing et al., 2018; Yang et al., 2018; Liu et al., 2019). In retinoblastoma, *Xist* expression dysregulation has been reported to affect cell proliferation and apoptosis (Wang et al., 2018). Overexpressed *Xist* protects human retinal pigment epithelial cells against hyperglycemia-related damage by reducing apoptosis and restoring migration (Dong et al., 2020). On the other hand, deletion of the *Xist* gene results in skewed inactivation of the wt X chromosome, indicating that this locus is essential for gene silencing. Our qPCR results showed that *Xist* was up-regulated in the *rd1* and *rd2* mice, indicating that *Xist* may be closely associated with RD pathogenesis. Taken together, we speculate that *Xist* overexpression in defense against cell injury may cause apoptotic signaling in RD mouse photoreceptor cells.

### *Pitx2* Related to RD Pathogenesis

Paired-like homeodomain transcription factor 2 (Pitx2), one of the homeobox transcription factors that play key roles during embryogenesis, has been reported to be crucial in the asymmetric development of the internal organs and the symmetric development of eye tissues (Okubo et al., 2020). *Pitx2* participates in the development of keratocytes, scleral cells, corneal endothelial cells, ciliary muscles, trabecular mesenchymal cells, and peripheral connective tissues connected to the extraocular muscles (Gage et al., 2005; Kimura et al., 2014). Mutations in *PITX2* or *FOXC1* cause Axenfeld-Rieger syndrome, which is characterized by hypoplasia of the anterior segment and mild dental and craniofacial malformations (Seifi et al., 2016). A previous study indicated that SLC13A3 is a direct downstream target of *Pitx2* transcriptional regulation, and the levels of PITX2 and SLC13A3 regulate responses to oxidative stress in ocular cells (Strungaru et al., 2011). Another report showed that deficiency of *Pitx2* could lead to abnormal ocular and craniofacial development in zebrafish (Ji et al., 2016). Our study found that *Pitx2* mRNA was significantly down-regulated in all three RD models. However, immunostaining for PITX2 revealed a strong increase in individual photoreceptor cells in all three RD models. This may indicate an increased translation or stabilization of the *Pitx2* mRNA. Alternatively, the PITX2 protein may be less degraded during the degeneration. In either case the association with the RD models suggests that *Pitx2* play important roles in RD pathogenesis, and further *in vivo* and *in vitro* experiments need to be performed to validate this conclusion.

### Apoptosis-Inducing Factor Activated in Photoreceptor of RD Models

Based on our analysis of cell death progression presented above, we chose to study the peak of photoreceptor cell death for all our studies (Figure 1). AIF is a mitochondrial protein usually located in the inner segment of cells containing mitochondria and endoplasmic reticulum (ER) and in the cytoplasm of other retinal cells (Sanges et al., 2006). When stimulated by apoptosis signals, the mature AIF protein translocate into the nucleus, causing DNA breaks and inducing apoptosis. During the hydrolysis of AIF, Calpains (I/II) play a key role in its maturation and release process. When homeostasis of Ca^2+^ is unbalanced in the cells that will cause the number of intracellular Ca^2+^ to rise, calpain activates the hydrolysis and release of AIF (Polster et al., 2005; Badugu et al., 2008). Although, calpain activity may not be reflected at the transcriptional level, we have performed immunofluorescence of AIF to verify if the reallocation of AIF to the nucleus as a result of calpain activity is a confirmed phenomenon. In the stage of peak of photoreceptor cell death, a large nuclear translocation of AIF is found within the RDs photoreceptor segments, areas which are known to host large numbers of mitochondria. However, AIF was not observed in wild type (wt), as determined by confocal analyses (Figures 8A–F), suggesting that AIF plays a primary role in RD cell death event. These data confirm that, before the induction of apoptosis mitochondria stain for AIF, and after the induction of apoptosis, AIF gets redistributed from mitochondria to the nucleus. Because some AIF will be distributed in the cytoplasm, further affecting mitochondrial functions, the increase of mitochondrial membrane permeability leads to an increase in Ca^2+^. So, the translocation of AIF is related to initial cell death changes in the nucleus. The process follows Calpain activation and triggers downstream cell death events (e.g., PARPs) (Plesnila et al., 2004), eventually leading to late cell death as well.

**FIGURE 8:**
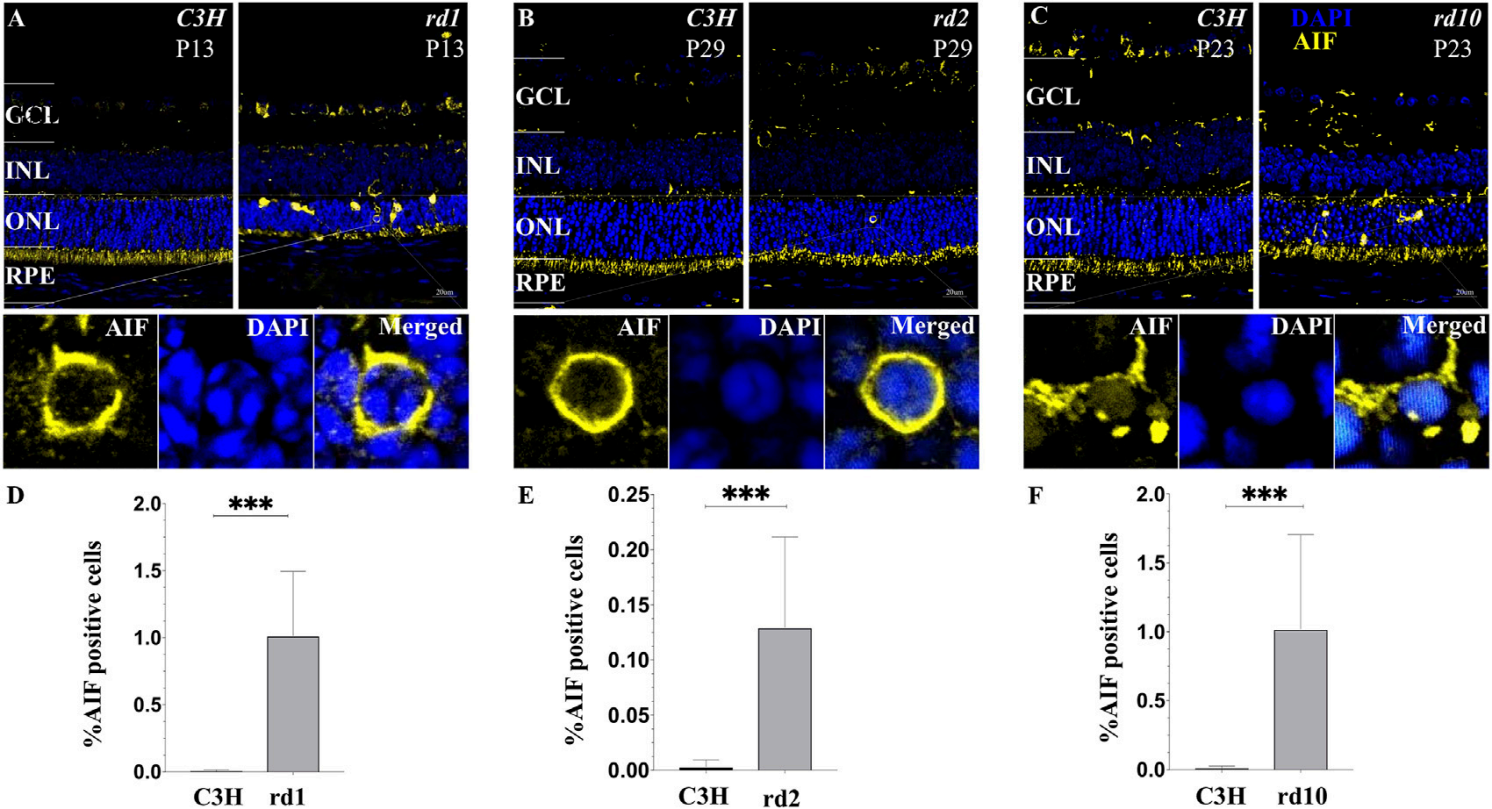
Translocation of AIF in various models of RD photoreceptors. **(A–C)** Confocal microscopy of RD retinal sections stained with AIF (yellow fluorescence) and the nuclear dye DAPI (blue). Cells that demonstrate a clear AIF staining of the nucleus were regarded as positive for AIF translocation. **(D–F)** Note that C3H wild-type control lack any detectable AIF redistribution to the nucleus. The values shown originate from three RD mutants from at least three different specimens. Quantification in bar graphs displays the percentage of AIF positive cells in the outer nuclear layer (ONL). Significance levels indicated by asterisks: * = *p* < 0.05, ** = *p* < 0.01, *** = *p* < 0.001.

### Identification of PARP Regulated Transcriptomic Signatures

The role of poly (ADP-ribose) polymerase-1 (PARP-1) in responding to DNA damage and genomic stability (Durkacz et al., 1980), maintenance of telomeres (Beneke et al., 2008), and the stability of the replication fork (Bryant et al., 2009) is well known. However, the transcriptional functions of PARP-1 that may relate to chromatin remodeling as a means to regulate DNA repair are unknown (Ikejima et al., 1990). There is evidence that the enzyme and transcription functions of PARP-1 increase as the disease progresses, and are unrelated with DNA repair in cancer (Schiewer et al., 2018). In neurodegenerative diseases, the effects of PARP-mediated photoreceptor degeneration were multifaceted. NAD^+^ is a PARP cofactor. Therefore, sustained PARP activity may reduce NAD^+^ levels, inhibit glycolysis and the TCA cycle, and ultimately decrease ATP production (Goodwin et al., 1978; Bernofsky, 1980), which could lead to an energetic collapse and, subsequently, photoreceptor cell death (Hassa et al., 2006). Moreover, PARP generates PAR polymers, which may mediate AIF nuclear translocation and accelerate DNA defragmentation (Fatokun et al., 2014). Toxicity caused by excessive accumulation of PAR in photoreceptor cells may be another cause of cell death. Consistent with these points, our data indicate increased NAD^+^ ADP-ribosyltransferase activity, nuclear translocation, and cytotoxicity and down regulation of pathways related to metabolism (Figure 3C). Oxidative stress in cells was observed, probably due to the increase in reactive oxygen species (ROS) levels caused by mitochondrial respiration impairment. Oxidative stress plays a pivotal role in retinal degeneration pathogenesis (Lee et al., 2011; Oveson et al., 2011). Interestingly, elevated cGMP levels were found to correlate with increased PARP activity in dying photoreceptor cells (Paquet-Durand et al., 2007; Sahaboglu et al., 2010), implying that the cGMP-mediated cell death process might, to some extent, be related to PARP levels.

Considering the potential impact of PARP mediated function in the process of RD and the need for biomarkers of PARP response, it is particularly important to understand the molecular mechanisms of PARP in different RD models and different ages, and determine the contribution of PARP mediated transcription events to the death of photoreceptor cells. Our study shows that, compared with *wt* mice, the expression of *Parp-1*, *Tank1*, *Parp-6*, *Parp-8*, *Parp-11,* and *Tiparp* was elevated in *Pde6b* ^*rd1*^ retina, while the expression of *Parp-3*, *Parp-4*, *Parp-9*, *Parp-12*, *Parp-14,* and *Parp-16* was elevated in the *Pde6b* ^*rd10*^ situation. However, there was no significant differential expression of PARP genes in *Prph* ^*rd2*^ mice (Supplementary Figure S1D). 

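In Pde6b rd1, none of the 15 listed PARP genes was called higher. The log2 fold change was 0.45 (standard error 0.05, adjusted p = 3.94e-08) for Parp8, 0.20 (standard error 0.06, adjusted p = 0.0126) for Parp11, 0.13 (standard error 0.03, adjusted p = 0.00184) for Tnks, which is taken here for Tank1, 0.09 (standard error 0.04, adjusted p = 0.0770) for Parp1, 0.09 for Parp6 and 0.10 for Tiparp. Parp3, Parp10 and Parp14 were called lower, with -0.77, -0.61 and -0.66, and with the replicate block -0.77, -0.62 and -0.67. In Pde6b rd10, 5 PARP genes were called higher, Parp14 at 3.41 (standard error 0.11, adjusted p = 1.89e-16), Parp3 at 2.48 (standard error 0.15, adjusted p = 1.18e-11), Parp9 at 2.27, Parp12 at 1.58 and Parp4 at 0.85. Parp16 had a log2 fold change of 0.23 (standard error 0.14, adjusted p = 0.17) and was not called.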

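In Prph rd2, the log2 fold changes of the 15 PARP genes lay between -0.39 and 0.29, and 0 had an adjusted p under 0.05.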

The latter may be due to the fact that the numbers of dying cells are relatively low in *Prph* ^*rd2*^, even at the peak of cell death. Further investigation of the PARP regulated transcriptome would bring new understanding of PARP and transcriptional functions that are related to the function of RD progression.

PARP cytotoxic levels, stress response, and inflammation are closely linked to a myriad pathological conditions, including in neuroinflammation (Martinez-Fernandez de la Camara et al., 2013; Yoshida et al., 2013). Accordingly, we found that biological processes involved in inflammatory or immune response were dysregulated (Figure 3C). Remarkably, TNF signaling, associated with ocular inflammatory diseases and retinal degeneration (Valentincic et al., 2011; Yoshida et al., 2013), is highly activated in RD mice. 

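Of the inflammation and TNF list, Tnf itself had too few counts to be tested in any model and, with 0 counts in every C3H sample, was at least 4.33-fold higher in Pde6b rd10. In Pde6b rd10, Socs3 had a log2 fold change of 4.2 (standard error 0.10, adjusted p = 2.83e-18), Icam1 one of 3.36 (standard error 0.15, adjusted p = 6.11e-14) and Tnfrsf1a one of 2.15 (standard error 0.09, adjusted p = 1.31e-14), while Ccl2 and Cxcl10, with at most 3 counts in every C3H sample, were at least 58.4 and 55.8-fold higher. Tnfaip3, an inhibitor of this pathway, was lower in all 3 models, with -1.49 (standard error 0.03, adjusted p = 1.22e-20) in Pde6b rd1, -0.59 (standard error 0.04, adjusted p = 3.15e-11) in Pde6b rd10 and -0.76 (standard error 0.04, adjusted p = 5.49e-08) in Prph rd2. Fos was the list's only gene called higher in Pde6b rd1, at 1.11 (standard error 0.05, adjusted p = 1.81e-14), or 1.11 with the replicate block, and no gene was called higher in Prph rd2. The difference between models in this list was tested directly for Pde6b rd10 against Pde6b rd1 only.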

TNF is considered both an apoptotic and a necroptotic inducer; it can trigger downstream NF-κB, MAPKs, and apoptotic pathways (Vandenabeele et al., 2010). These pathways were activated in our RD mice (Figure 3C). Inhibition of TNF signaling reduces photoreceptor cell death (Martinez-Fernandez de la Camara et al., 2015). Thus, its inhibition may prove useful in reducing neurodegeneration caused by inflammation and could therefore be an important target in future RD treatments. TNF is secreted in the retina, most likely by activated macrophages or microglia. Genes involved in the positive regulation of leukocyte migration and inflammatory responses were upregulated, which is reflected in increased cellular stress and accelerated TNF release. Furthermore, microglial activation, a neuropathology hallmark and an early event in retinal degeneration and photoreceptor cell death, was observed (Gupta et al., 2003). Therefore, various microglial activation inhibitors and TNF inhibitors have been suggested for RD treatment. 

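In Pde6b rd10, the microglia genes Lyz2, Cd68 and Csf1r had log2 fold changes of 3.98 (standard error 0.09, adjusted p = 1.29e-18), 2.81 (standard error 0.18, adjusted p = 3.11e-11) and 1.54 (standard error 0.06, adjusted p = 1.70e-14), while P2ry12 was the list's only gene that was not called, at -0.36 (standard error 0.12, adjusted p = 0.0156). In Pde6b rd1, Cd68, Itgax and Trem2 were called higher, at 0.93 (standard error 0.25, adjusted p = 0.00397), 1.54 (standard error 0.32, adjusted p = 3.64e-04) and 0.72 (standard error 0.21, adjusted p = 0.00799), and with the replicate block at 0.92, 1.58 and 0.70. In Prph rd2, Tmem119 was higher, at 0.84 (standard error 0.22, adjusted p = 0.0255), and Lyz2 lower, at -0.62 (standard error 0.20, adjusted p = 0.0707). Counts of whole retinas do not tell a larger number of microglia from a higher expression per cell.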

For instance, minocycline delayed photoreceptor cell death in an RD mice model (Peng et al., 2014). Furthermore, by specifically blocking the interaction between transmembrane TNF and its receptor, adalimumab protects the neuroretina by reducing microglial cell activation and inhibiting downstream cell apoptosis signaling (Mirshahi et al., 2012; Fernandez-Bueno et al., 2013). Therefore, it can be inferred that PARP regulated transcriptome may play essential roles in RD pathogenesis.

Nevertheless, there are some limitations in this study. Firstly, the specific roles of the identified DEGs in RD pathogenesis need to be further investigated *in vitro* and *in vivo*, and the related mechanisms of PITX2 in RD also should be further explored. Given the potential involvement of *Xist*, experiments it may be of interest to also study the effects of gender in RD.

In conclusion, the photoreceptor cell death mechanism is complex and requires further comprehensive studies. In addition to studying alterations in important genes and pathways involved in RD, we focused on the possible roles of upstream regulators. TFs are essential for initiating gene expression, cell proliferation, differentiation, and cell fate determination. Furthermore, many non-coding RNAs play key roles in the regulation of cell homeostasis (Amaral et al., 2013). In the retina, non-coding RNAs can regulate the expression of genes involved in oxidative stress, ion channels, retinal layer connections, basement membrane integrity, and receptor clusters (Donato et al., 2018), which are all related to RD pathogenesis (Giblin et al., 2016) Accordingly, our results showed that dysregulated TFs or non-coding RNAs, including lncRNAs and circRNAs, may be of importance for photoreceptor cell death and participate in RD pathogenesis by mediating the stress response, apoptotic factor production, ion channel activity, optic nerve signal transduction, metabolism, and homeostasis regulation. Additionally, many TFs and non-coding RNAs (e.g., *Xist*, *Pitx2*, PARPs) were identified as key regulatory molecules associated with RD. In this way, our work lays a foundation to discover and develop novel potential therapeutic targets for treating RD.

## Data Availability

The series entry (GSE178928, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178928) provides access to all of our data and is the accession that can be quoted in any article discussing the data.

# Supplementary material for: RNA Biological Characteristics at the Peak of Cell Death in Different Hereditary Retinal Degeneration Mutants
**Source:** Front Genet. 2021 Oct 29;12:728791. doi: 10.3389/fgene.2021.728791
**Supplement:** Supplementary file 3

Table S1. Statistical summary of the transcriptomic sequencing data.

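This supplementary table lists, for each of the 12 libraries, the raw reads from the sequencer, the clean reads left after adapter, unknown-base and low-quality reads were removed, the share of bases with a quality of at least Q20 and Q30, and the GC content. A Q30 base has an estimated error of 1 in 1000. In its values, which are the paper's, between 92.54 and 94.1% of bases reached Q30, and 3 of the 12 libraries exceeded 94%, 1 in each group except Pde6b rd1. Counted from the deposited table, between 24862 and 26516 genes per sample had at least 1 read.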

| **Sample** | **Raw reads** | **Raw bases** | **Clean reads** | **Clean bases** | **Q20(%)** | **Q30(%)** | **NN(%)** | **GC content(%)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| C3H-1 | 38202605 | 11.46G | 36404232 | 10.92G | 97.2 | 92.54 | 0 | 48.12 |
| C3H-2 | 45703624 | 13.71G | 43581775 | 13.07G | 97.34 | 92.86 | 0 | 48.4 |
| C3H-3 | 38024446 | 11.41G | 35274568 | 10.58G | 97.92 | 94.1 | 0 | 48.93 |
| rd1-1 | 48991734 | 14.70G | 46978977 | 14.09G | 97.5 | 93.08 | 0 | 46.99 |
| rd1-2 | 38992305 | 11.70G | 36900485 | 11.07G | 97.4 | 92.92 | 0 | 47.37 |
| rd1-3 | 43057358 | 12.92G | 41014575 | 12.30G | 97.43 | 92.96 | 0 | 46.26 |
| rd2-1 | 45952323 | 13.79G | 43525633 | 13.06G | 97.91 | 94.08 | 0 | 47.9 |
| rd2-2 | 48355428 | 14.51G | 45429422 | 13.63G | 97.39 | 92.94 | 0 | 49.07 |
| rd2-3 | 47219804 | 14.17G | 45426138 | 13.63G | 97.29 | 92.69 | 0 | 46.75 |
| rd10-1 | 49960975 | 14.99G | 47609379 | 14.28G | 97.43 | 93 | 0 | 47.66 |
| rd10-2 | 37449058 | 11.23G | 35547637 | 10.66G | 97.89 | 94.02 | 0 | 48.82 |
| rd10-3 | 40318740 | 12.10G | 38927014 | 11.68G | 97.3 | 92.76 | 0 | 47 |
| Region | 37449058-  49960975 | 11.23G-  14.99G | 35274568-  47609379 | 10.58G-14.28G | 97.20-97.92 | 92.54-94.10 | 0.00-0.00 | 46.26-49.07 |
| Average | 43519033 | 13.06G | 41384986 | 12.42G | 97.49 | 93.15 | 0 | 47.75 |
| Sum | 522228400 | 156.67G | 496619835 | 148.99G |  |  |  |  |

# Supplementary material for: RNA Biological Characteristics at the Peak of Cell Death in Different Hereditary Retinal Degeneration Mutants
**Source:** Front Genet. 2021 Oct 29;12:728791. doi: 10.3389/fgene.2021.728791
**Supplement:** Supplementary file 6

Table S2. Statistical summary of alignment of sequencing data to reference genome.

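The alignment table lists how many clean reads of each library were placed on GRCm38 and how many of these at a single position. Set against the mapped reads it gives, which are the paper's, the reads counted on genes made up 58.4 ± 0.855% in C3H (SD, n = 3), 49.2 ± 0.237% in Pde6b rd1, 54.4 ± 0.682% in Pde6b rd10 and 56.6 ± 0.504% in Prph rd2. Reads that fall outside exons, such as those of introns, are mapped but not counted.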

| **Sample name** | **Total reads** | **Total mapped** | **Uniquely mapped** | **Multiple mapped** | **Discordantly 1 time** |
| --- | --- | --- | --- | --- | --- |
| C3H-1 | 36404232 | 34434763(94.59%) | 32368535(88.91%) | 1238319(3.40%) | 34161(0.09%) |
| C3H-2 | 43581775 | 41202210(94.54%) | 38788641(89.00%) | 1449370(3.33%) | 41154(0.09%) |
| C3H-3 | 35274568 | 33383851(94.64%) | 31368640(88.93%) | 1361968(3.86%) | 29940(0.08%) |
| rd1-1 | 46978977 | 44512580(94.75%) | 42165285(89.75%) | 1274063(2.71%) | 48505(0.1%) |
| rd1-2 | 36900485 | 34782397(94.26%) | 32925359(89.23%) | 1031719(2.80%) | 31208(0.08%) |
| rd1-3 | 41014575 | 38959744(94.99%) | 36982102(90.17%) | 1045718(2.55%) | 40280(0.1%) |
| rd2-1 | 43525633 | 41423344(95.17%) | 39064025(89.75%) | 1515578(3.48%) | 33299(0.08%) |
| rd2-2 | 45429422 | 42580997(93.73%) | 39906682(87.84%) | 1593927(3.51%) | 57141(0.13%) |
| rd2-3 | 45426138 | 43041265(94.75%) | 40596761(89.37%) | 1255027(2.76%) | 80787(0.18%) |
| rd10-1 | 47609379 | 45562175(95.70%) | 43279415(90.91%) | 1506113(3.16%) | 30444(0.06%) |
| rd10-2 | 35547637 | 33983540(95.60%) | 32296450(90.85%) | 1194103(3.36%) | 25522(0.07%) |
| rd10-3 | 38927014 | 37233688(95.65%) | 35432975(91.02%) | 1099215(2.82%) | 40144(0.1%) |
| Region | 35274568-47609379 | 93.73%-95.70% | 87.84%-91.02% | 2.55%-3.86% | 0.06%-0.18% |
| Average | 41384986 | 39258379(94.86%) | 37097905(89.64%) | 1297093(3.13%) | 41048(0.10%) |

# Supplementary material for: RNA Biological Characteristics at the Peak of Cell Death in Different Hereditary Retinal Degeneration Mutants
**Source:** Front Genet. 2021 Oct 29;12:728791. doi: 10.3389/fgene.2021.728791
**Supplement:** Supplementary file 7

Table 4 The sequences of all primers

| Primer | Sequence (5’-3’) |
| --- | --- |
| GAPDH | F: CCTCGTCCCGTAGACAAAATG |
|  | R: TGAGGTCAATGAAGGGGTCGT |
| XIST | F: GTGCTGTGTGAGTGAACCTATGG |
|  | R: TTTATCCAGTCCGCTGTGCTC |
| H2K2 | F: CTCCTCTATCCACCGACTCCAA |
|  | R: CACAGGGAACATCAGATACTTGAC |
| KLF6 | F: GGTGACAAGGGTAATGGCGA |
|  | R: CGGTATGCTTTCGGAAGTGTC |
| MAFF | F: GCTGTGGATCCCTTATCTAGCAA |
|  | R: CAGCTCGGACTTCTGCTTCTG |
| mmu-cicr0000135 | F: AGGAGGAGACGCTAGAGGCTTA |
|  | R: GCGATTGCTTTAATATCTTCCC |
| mmu-cicr0008206 | F: GCCAAGGTCGGAGTCTGTAGAA |
|  | R: CGTTCCTATGAAGCCATCAACA |

How the deposited data were processed for this re-analysis (not part of the article)

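Gene counts, FPKM values, circRNA junction counts and circRNA TPM values were taken for 12 retina samples, 3 each of Prph rd2, Pde6b rd10, Pde6b rd1 and C3H wild-type mice. The condition of each sample came from its label. The paper's methods and the labels give different backgrounds for Prph rd2, and samples were grouped by genotype, on which both agree. The gene counts are reads that the authors aligned to GRCm38 after the removal of adapter, unknown-base and low-quality reads, and counted per gene with HTSeq v0.11.2, without normalization. The libraries were directional and depleted of ribosomal RNA. For the FPKM values, the authors divided the counts by gene length and by the reads counted on genes, and 1 length per gene was checked to fit all samples. The circRNA junction counts are reads across back-splice junctions that the authors found with TopHat2 v2.1.1 and CIRCexplorer v2.2.3, with candidates under 2 junction reads discarded. The circRNA TPM values were made by the authors from these counts, divided by all circRNA junction reads of the sample without a length term, so that they carry no information on the total.

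Between 17049495 and 24755890 reads per sample were counted on genes and between 9819 and 25009 on circRNA junctions. A single read can show at best 1 count, and 3 counts were taken as the floor, under which no fold change is given. A fold change against a group whose samples were all at or under the floor is a lower bound. Gene types and positions came from GENCODE vM21, joined by gene identifier.

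Each model was compared with the 3 C3H samples on its own, in R 4.3.3 with edgeR 4.0.16: TMM normalization, its filter on low counts, and its quasi-likelihood test. A gene was called at an unadjusted p under 0.05 and a fold change of at least 1.5, and a circRNA at an unadjusted p under 0.05 and a fold change of at least 2 among those with at least 2 junction reads in at least 3 of the 6 samples. Adjusted p-values are from the Benjamini-Hochberg method over all genes or circRNAs tested in a comparison. Pde6b rd10 and Pde6b rd1 were compared by a contrast in a fit of all 12 samples. The steps were tested on simulated data, counts drawn for the 6 samples of each comparison at the mean of each gene or circRNA and the common dispersion, with 2-fold or 4-fold changes added to 200 genes and 4-fold changes to 200 circRNAs. For genes, edgeR found between 99.5 and 100% of the added changes, with false calls among 0.560 to 0.669% of the unchanged genes. For circRNAs it found between 88.4 and 91.5%, with false calls among 3.27 to 4.23%. Changes were added only above a minimum mean count. Recovery was therefore not measured for genes with low counts or circRNAs with few reads.

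Gene lists were written before the data were examined, from general knowledge and from the genes that the paper draws, and each was set against all other tested genes by a one-sided Fisher's exact test. Of these tests, 21 form the family over which the Fisher's p-values were adjusted: 3 comparisons of the genes of Supplementary Table S3 and of 6 lists. The lists of the genes drawn in Figs. 2C, 3B, 4, 5C and 6B and the PARP genes hold the paper's own calls on the same samples. The genes named are those that the paper names or draws, the members of the lists, and for each comparison and direction the 5 called genes and the 5 called circRNAs with the smallest p whose groups do not overlap.

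The alternatives were DESeq2 1.42.0, limma 3.58.1 on log2 FPKM or TPM values with 1 or 0.1 added, other size factors, other filters, the adjusted p as threshold, all 12 samples in 1 fit, each replicate left out in turn, and a class for the samples with over 94% of bases at Q30. In another alternative, the replicate number served as a block. The replicate numbers are the same in all groups and may mark samples handled together, which is where this pairing comes from. Other tables and figures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. WGCNA, GO and KEGG terms, TF substrates and miRNA targets were not analysed here, and 5 average-linkage clusters on Pearson's r stand in for the modules. The images, the cell counts and the PCR measurements were not used here, and results for some genes are not reported here.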

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

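The tests of the sex of the samples, of the strain of Pde6b rd10 on the H2 genes and of postnatal day on the young-retina genes were set before the data were examined, and all other tests in this part were chosen after the result was seen.

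Differences between groups, tested by the contrast of Pde6b rd10 and Pde6b rd1, bring 5 results here. Against C3H, 378 genes were called in opposite directions, 90 higher in Pde6b rd1 and 288 higher in Pde6b rd10, a selection from which their difference in this contrast follows. Of the lists, 23 of 24 microglia genes and 17 of 32 phototransduction genes were higher in Pde6b rd10, and 15 of 23 genes of the young retina were lower. Age was tested in the C3H samples labelled with the days of both models. The median difference of day 13 from day 23 was -0.0441 on the log2 scale over the genes higher in Pde6b rd1 and -0.0303 over those higher in Pde6b rd10, with 1 C3H sample per day. These genes were called against the same C3H samples, which favours genes with little spread among them, so that the test has little power. These values leave an effect of age in the models open. Strain and, by Xist and the Y-linked genes, the share of female retinas differ between both models as well. Age, strain, sex and the site of the mutation cannot be told apart as sources of the pattern.

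Against C3H, 13 of 22 tested young-retina genes were higher in Pde6b rd1. If age alone set them apart, the C3H sample of day 13 would exceed that of day 29. The median difference was -0.0606, which goes against age as read from the C3H labels. The biological coefficient of variation among the C3H samples was 3.12%, the lowest of the 4 groups, though their labels span 16 days. A slower maturation of Pde6b rd1 retinas and C3H samples of more uniform age than labelled were not tested against each other, so no biological reading is given.

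The log2 fold change of Xist between Pde6b rd10 and Pde6b rd1 was -2.30, also a difference between groups. A candidate explanation is that the share of female retinas differs between groups. Every Pde6b rd1 sample had 0 counts of 4 Y-linked genes and no C3H sample more than 10 of Xist, so that sex differs between these 2 groups. In 54 of 54 pairs of samples from different groups, the sample with more Xist had the lower sum of the 4 Y-linked genes, as this explanation requires. Relative to Pde6b rd1 for Xist and to C3H for the Y-linked genes, the shares were 0.476 and 0.403 in Prph rd2, summing to 0.879, and 0.200 and 0.729 in Pde6b rd10, summing to 0.930. Sums near 1 are consistent with retinas of both sexes in these samples. No value here needs an effect of degeneration on Xist, and none excludes one.

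A signal in genes outside those the paper discusses is the share of counts on TEC and sense intronic genes, 0.832% in Pde6b rd1 against 0.538% in C3H. In Pde6b rd1, the tested ones inside a coding gene on its strand had a median log2 fold change of 0.92, those outside coding genes 0.16 and those on the other strand 0.05, a difference of 0.76 between inside and outside that is consistent with a larger share of unspliced RNA in the Pde6b rd1 libraries. With offsets corrected for GC content, their median was 0.64 in place of 0.78, which leaves most of it. The C3H samples of days 13, 23 and 29 had 0.554, 0.544 and 0.516% of their counts on these genes, a fall in the direction that age requires, with 1 sample per day, but small beside the rise in Pde6b rd1. Unspliced RNA can follow from the library preparation or from the tissue, and the pattern cannot be told apart from the former.

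Also outside the genes discussed, 63 genes were present in Pde6b rd10 alone, with at least 20 counts in each of its samples and at most 3 in each other sample, against 0, 0 and 1 for C3H, Pde6b rd1 and Prph rd2. A further 31 genes were absent in Pde6b rd10 alone, 21 of them processed pseudogenes, on 17 chromosomes. The strain of Pde6b rd10, C57Bl6/J in the paper, may account for the H2 genes and for others of the first set, for which the number 63 is the observation itself and no support. Nnt, which carries a deletion in C57BL/6J, was set as the marker of this strain, and its log2 fold change in Pde6b rd10 was 1.44, not the lower value that this strain requires, but with 11 to 15 counts per C3H sample Nnt is near absent there and does not decide. The 21 processed pseudogenes share sequence with their parent genes. The reference genome belongs to C57Bl6/J, so that this background would not lack copies annotated in it. A difference in alignment, or another strain without the copy, could remove their counts, so that they do not decide. An effect of degeneration on the genes present in Pde6b rd10 alone cannot be told apart from strain here.

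The last signal outside the genes discussed lies around Prph2 on chromosome 17, where 34 of 336 tested genes within 15 Mb were called in Prph rd2 at an adjusted p under 0.05, 10.1% against 1.92% elsewhere. Without the H2 genes the share was 9.23% (one-sided Fisher's exact test, p = 6.15e-12). A candidate explanation is a chromosome segment of another strain carried with the mutation. In Pde6b rd1, 10.6% of the tested genes of the same segment were called, against 13.8% elsewhere, so that the segment is not rich in calls in each model. An effect of Prph2 itself on its neighbours would look alike, and counts cannot part it from a segment of another strain.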

How the results depend on the processing

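The splits for the numbers of DEGs, lncRNAs and circRNAs were set before the data were examined, and the splits for the contrast of Pde6b rd10 and Pde6b rd1 and for the gene lists, and the list tests without drawn genes, were chosen after the result was seen.

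Of 449 values of 36 summary results under alternatives, 371 kept their direction and their side of the threshold or, for a number of genes or circRNAs, stayed within 1.5-fold; 59 moved, 10 reversed, 4 passed the threshold and 5 no longer did. For 88 genes named in the text, 1382 of 1450 values did not change in this sense, 21 moved, 34 fell below the threshold, 5 passed it and 8 reversed. The reversals, all near 0 except that of Maff, were Hsf1 in Pde6b rd1 with the Q30 quality class (0.00177) and limma on log2(FPKM + 1) (0.0390), Nnt in Prph rd2 without C3H replicate 1 (0.0156) and without rd2 replicate 1 (0.0102), and, against the wild-type sample of the same postnatal day alone, Nnt in Prph rd2 (0.11) and Maff (-0.34), Sap30 (-0.0857) and Tiparp (-0.00537) in Pde6b rd1. Across the fits that each left out 1 replicate, Nnt in Prph rd2 ran from -0.27 to 0.0156.

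The numbers of DEGs in Pde6b rd1, Pde6b rd10 and Prph rd2 were 1184, 2193 and 181 with limma on log2(FPKM + 1), where 73 were higher and 108 lower in Prph rd2 in place of 498 and 352. In Prph rd2, 1300 were called without a filter and 384 at the adjusted p. For lncRNAs, limma on log2(FPKM + 1) gave 642, 457 and 62, no filter 1943 in Pde6b rd10 and 637 in Prph rd2, 10 counts in every sample 828 in Pde6b rd10, and the adjusted p 150 in Prph rd2. Without TEC and sense intronic genes, chosen after seeing the data, they were 362, 681 and 156. The other alternatives kept these numbers within 1.5-fold, apart from replicates left out in Prph rd2.

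For circRNAs in the same order of models, the numbers were 42, 126 and 21 with at least 5 junction reads in 3 samples, 201, 426 and 186 without a filter, and 3, 72 and 0 at the adjusted p, where 98 had an unadjusted p under 0.05 in Prph rd2. DESeq2 with poscounts size factors gave 69 in Pde6b rd1 and 42 in Prph rd2, the replicate block 75 and 48, and library sizes set to mapped reads 205 in Pde6b rd1, where the median log2 fold change of the tested circRNAs was -0.67 in place of -0.18. Limma on log2(TPM + 1) without a filter, chosen after seeing the data, gave 263, 524 and 205. Scaled to gene counts in place of mapped reads, the ratio of circRNA junction reads of Pde6b rd1 to C3H was 0.735.

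With DESeq2's Wald test, 28 genes of Supplementary Table S3 were lower in Pde6b rd10, past the threshold of the Fisher's test, and at the adjusted p so were 2 phototransduction genes in Prph rd2. Without the genes drawn in the paper's figures, chosen after seeing the data, the ion channel genes higher in Pde6b rd10 were 6, no longer past this threshold, and reversals are in lower phototransduction genes of Prph rd2 (0) and higher apoptosis genes of Pde6b rd10 (4) and ion channel genes of Prph rd2 (0). The difference of the mean replicate correlations within and between groups was 0.0168 on log2(FPKM + 0.1), 0.0123 on edgeR's log2 CPM and 0.0403 on genes with an FPKM of at least 1 in 3 samples. The largest cluster held 34.5% with complete linkage, 48.6% on log2(FPKM + 1) and 49.1% of genes called by DESeq2.

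Across the fits that each left out 1 replicate, the values ran from 745 to 1435 DEGs and 300 to 828 lncRNAs in Prph rd2, 47 to 136 circRNAs in Pde6b rd1 and 168 to 243 in Pde6b rd10, 25 to 29 and 10 to 12 lower genes of Supplementary Table S3 in Pde6b rd10 and Prph rd2, and 2 to 3 lower phototransduction genes in Prph rd2. They ran from 2 to 3 higher microglia genes in Pde6b rd1, and in Prph rd2 from 2 to 3 ion channel genes, 0 to 1 inflammation genes and 0 to 1 apoptosis genes. The largest cluster ran from 42.6 to 48.1% and the difference of mean replicate correlations from 0.0138 to 0.0169, both chosen after seeing the data. The other reversals are in microglia genes of Pde6b rd1 without C3H replicate 2 (2), inflammation genes of Prph rd2 without C3H replicate 1, rd2 replicate 2 or rd2 replicate 3 (1 each), and apoptosis genes of Prph rd2 without C3H replicate 1, C3H replicate 3 or rd2 replicate 2 (1 each), where the share of called genes went from one side of the share of all other genes to the other. The cause was not tested for any of these changes.

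The deviations of same-numbered samples had a mean r of -0.0314 and -7.68e-04 for genes in Pde6b rd10 and Prph rd2, and 0.00340, -0.0113 and -0.00249 for circRNAs in Pde6b rd1, Pde6b rd10 and Prph rd2. With the replicate block, 4434 and 855 DEGs were called in Pde6b rd10 and Prph rd2, and 200 circRNAs in Pde6b rd10. For the correlations, the clusters and the junction reads relative to mapped reads, which come from no test, a block has no meaning. The depth limits Dlx1, which stays at or under 3 counts, and circRNAs, of which 57% had at most 5 junction reads over the 12 samples.

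Each comparison of 3 against 3 samples has 10 splits, of which 4 part all 3 same-numbered pairs and 6 part 1 pair, so no share under 0.1 can arise. Among the 4, only the real split, 1 of 4, gave as many DEGs, lncRNAs or circRNAs in each comparison, as many genes differing between Pde6b rd10 and Pde6b rd1, as many genes of Supplementary Table S3 and phototransduction genes in each model, and as many microglia, inflammation, apoptosis, ion channel and endoplasmic reticulum genes in Pde6b rd10. The same held for microglia and ion channel genes in Pde6b rd1 and ion channel genes in Prph rd2, while 3 of 4 splits did so for microglia genes in Prph rd2, 2 of 4 for inflammation genes in Pde6b rd1, and 4 of 4 for inflammation genes in Prph rd2 and for apoptosis and endoplasmic reticulum genes in Pde6b rd1 and Prph rd2. The other 3 of these gave at most 80, 65 and 291 DEGs, 35, 45 and 200 lncRNAs and 54, 62 and 68 circRNAs in Pde6b rd1, Pde6b rd10 and Prph rd2. The 6 splits that part 1 pair gave at most 143, 129 and 536 DEGs, 88, 93 and 403 lncRNAs and 60, 54 and 83 circRNAs in the same order, where 1 split each for lncRNAs and circRNAs in Prph rd2 gave as many as the real split or more.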

Differences from the paper's values

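Each alternative named here changes 1 choice at a time, unless a combination is named. In Pde6b rd10, 2968 DEGs were higher against the paper's 1950. Of the alternatives set before the data were examined, a minimum of 10 counts in every sample (2122), DESeq2's Wald test (2799), limma on log2(FPKM + 1) (1529) and the adjusted p (2875) came within 1.5-fold of the paper's number, as did offsets corrected for GC content (2909), chosen after seeing the values, and the others did not. In Prph rd2, 850 DEGs were called against the paper's 375, 498 higher against the paper's 202 and 352 lower against the paper's 173. Taken alone, only the adjusted p closed these gaps, with 384, 197 and 187, and together with DESeq2's Wald test, a combination not set beforehand, it gave 294, 141 and 153.

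For lncRNAs in Pde6b rd1, 1352 were called against the paper's 482, 1088 higher against the paper's 312 and 264 lower against the paper's 170. With limma on log2(FPKM + 1), 642 were called, and 362 without TEC and sense intronic genes, a choice made after seeing the values, and no alternative closed the gap for higher lncRNAs. Lower lncRNAs came within 1.5-fold with 10 counts in every sample (185), DESeq2's Wald test (201), without C3H replicate 1 (245), C3H replicate 2 (228) or rd1 replicate 3 (239), with the adjusted p (218), and with DESeq2's Wald test without a filter (234) and without TEC and sense intronic genes (225), both chosen after seeing the values. In Pde6b rd10, 1253 were called against the paper's 728 and 807 were higher against the paper's 367, where 10 counts in every sample gave 828 and 532, limma on log2(FPKM + 1) gave 293 higher, and leaving out TEC and sense intronic genes, chosen after seeing the values, gave 681 and 299. In Prph rd2, 403 were called against the paper's 101, 287 higher against the paper's 55 and 116 lower against the paper's 46. The adjusted p gave 150 called and 44 lower and limma on log2(FPKM + 1) 38 lower, and no alternative set before the data were examined closed the gap for the higher ones when taken alone. Combined with the adjusted p, which was not set beforehand, DESeq2's Wald test gave 74 higher, limma on log2(FPKM + 0.1) 68, and the fits without C3H replicates 1, 2 and 3 and rd2 replicates 1 and 3 gave 70, 59, 46, 62 and 57. Without TEC and sense intronic genes, chosen after seeing the values, 60 were higher, which closes it.

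For circRNAs in Pde6b rd1, 114 were called against the paper's 314, and 94 were lower against the paper's 228 in the text and the paper's 288 in the legend of Fig. 6. Library sizes set to mapped reads gave 197 lower, within 1.5-fold of both, and no alternative set before the data were examined closed the gap for all called. Limma on log2(TPM + 1) without a filter, chosen after seeing the values, gave 263 called and 191 lower. In Pde6b rd10, 277 were called against the paper's 515 and 157 were higher against the paper's 355. No filter gave 426 called, and limma on log2(TPM + 1) without a filter, chosen after seeing the values, gave 524 called and 305 higher, the only setting to close the gap for the higher ones. In Prph rd2, 76 were called against the paper's 183, 45 higher against the paper's 124 and 31 lower against the paper's 59. No filter gave 186, 100 and 86, library sizes set to mapped reads 42 lower, the fits without rd2 replicate 2 and without rd2 replicate 3 50 and 40 lower, and limma on log2(TPM + 1) without a filter, chosen after seeing the values, 205 called and 105 higher.

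The clustered genes numbered 6222 against the paper's 3695 in its network. The only alternative run that changed this number, the genes called by DESeq2 (5772), did not close the gap. Genes called under the other alternatives were not clustered. The first principal component held 56.7% of the variance against the paper's about 29% in Fig. 2A, read by eye, with 42.2% on log2(FPKM + 0.1) and 40.7% on edgeR's log2 CPM. The r of the second Pde6b rd1 and the third Pde6b rd10 sample was 0.965 against the paper's about 0.97 in Fig. 2B, read by eye, and the alternatives gave 0.912 to 0.962.

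The paper states that Dlx1 is lower in Pde6b rd1, where it had at most 3 counts per sample in C3H and in Pde6b rd1 and was not tested. It counts Klf6 among the TFs that are up and Naa10 among those that are down, where Klf6 in Prph rd2 (0.31) and Naa10 in Pde6b rd10 (-0.24) had these directions and were not called. No setting that was run called Dlx1 in any model, or Klf6 or Naa10 in the directions named. It states that Pde6a and Pde6b have low expression in RD mice, where Pde6a changed by 0.01 in Pde6b rd10.

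The paper states that Parp1, Tank1 (taken as Tnks), Parp6, Parp8, Parp11 and Tiparp are elevated in Pde6b rd1, where the log2 fold changes were 0.09, 0.13, 0.09, 0.45, 0.20 and 0.10 and none was called under any setting that was run. Parp16, which it gives as elevated in Pde6b rd10, changed by 0.23 and was not called under any of them either. It reports no change of calpain-related genes, where Capn1, Capn3, Capn6 and Cast were called higher in Pde6b rd10. It gives the endoplasmic reticulum among the terms of lower genes, where 1 of 24 listed genes was called lower in Pde6b rd10 and none in Pde6b rd1 or Prph rd2. It describes inhibition of the listed functions in Pde6b rd1, where 0 microglia genes, 2 inflammation genes, 2 apoptosis genes and 8 ion channel genes of the lists were lower. It finds TNF signaling activated in RD mice, where 23 of 28 tested genes of the list were higher in Pde6b rd10, but 1 gene of the list was higher in Pde6b rd1 and 0 in Prph rd2.

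It states that samples correlate more within groups than between them, where the range of C3H with Prph rd2 overlapped the range within groups. It finds no GC bias, where the GC ranges of Pde6b rd1 and C3H in the paper's Supplementary Table S1 do not overlap. It calls almost all shared circRNAs suppressed, where 36 of 48 called in at least 2 models were lower, among them 15 of 15 shared by Pde6b rd1 and Pde6b rd10 and 3 of 3 shared by the 3 models. Limma on log2(TPM + 1) without a filter, chosen after seeing the values, gave 81 of 125 and, for the 3 models, 22 of 24. It draws the circRNAs of Mllt10, Ptov1, Phf8 and Lpgat1 as decoys, where that of Mllt10 was called in Prph rd2 only, that of Lpgat1 not in Prph rd2, that of Ptov1 in no comparison, and that of Phf8 was not tested. Without a filter, that of Phf8 was called lower in each model, and that of Lpgat1 was called lower in Prph rd2 with library sizes set to mapped reads and without rd2 replicate 2. Without C3H replicate 1, that of Mllt10 was called higher in Pde6b rd10. Limma on log2(TPM + 1) without a filter, chosen after seeing the values, called that of Lpgat1 lower in Prph rd2, that of Ptov1 higher in Pde6b rd1 and Prph rd2, and that of Mllt10 higher in Pde6b rd10.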

Other observations

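The tests of Nnt in Prph rd2 and of the circRNA total were set before the data were examined, and the tests of the background of Prph rd2 on marker genes, of thinned junction reads and of GC content were chosen after the result was seen.

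Most circRNA calls in Pde6b rd1 were lower, 94 of 114. Without C3H replicate 1, 2 or 3 in turn, 35, 24 and 46 calls were lower and 28, 23 and 18 higher. Without rd1 replicate 1, 2 or 3, 116, 108 and 93 were lower and 19, 28 and 12 higher. These fits kept the filter of 2 reads in 3 samples. Without a C3H replicate, circRNAs that reached 2 reads in C3H alone could thus not be tested. The fall in lower calls therefore does not show that the excess rests on C3H replicate 2. The source of the excess is discussed for all 6 samples only. The junction reads relative to mapped reads had a ratio of 0.619 to C3H, and a lower total, whether from the libraries or from the tissue, cannot be told apart from lower single circRNAs, since the test scales by the junction reads themselves. With the C3H reads thinned to the Pde6b rd1 total in 20 draws, between 62.6 and 72.9% of the calls were lower, on average 67.3%, so that fewer junction reads may explain a part of the excess and leave another part.

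The labels give Prph rd2 a C57BL6/J background, and the paper's methods a C3H background. The log2 fold change of Nnt in Prph rd2 was -0.10, which does not decide, since Nnt was not lower in Pde6b rd10 either. Of 130 genes present in 1 of Pde6b rd10 and C3H and absent in the other, 0 took the form of Pde6b rd10 in Prph rd2 and 100 that of C3H. Of the 33 absent in Pde6b rd10, 32 were present in Prph rd2 and 0 absent. The genes present in Pde6b rd10 may follow its degeneration, and a difference in alignment may remove the others. The values go against Prph rd2 having the background of Pde6b rd10 only as far as these genes mark strain. In Pde6b rd1, 0 of the 130 genes took the form of Pde6b rd10 and 114 that of C3H.

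The GC content of the Pde6b rd1 libraries was tested as a source of the DEGs, and 2487 of 2749 were also called with offsets corrected for GC content, so that it does not explain most of them.

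Lists that the claims do not address gave further values. All 13 of 13 tested genes of Müller cell gliosis were higher in Pde6b rd10, and 11, 8 and 5 of 16 rod genes were lower in Pde6b rd1, Pde6b rd10 and Prph rd2. Whole-retina counts do not tell a loss of rods from a lower expression per cell. Of the young-retina genes, 8 were lower and 0 higher in Prph rd2, and 10 were lower and 6 higher in Pde6b rd10. Of 8 tested H2 genes, 3 were higher in Prph rd2, H2-K1 with a log2 fold change of 2.04, H2-D1 with 1.22 and H2-Q7 at least 6.24-fold higher, with at most 3 counts per sample in C3H. In all 3 models, 155 genes were called higher and 39 lower.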
